# An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis

**DOI:** 10.1101/gr.255760.119

**Published:** 2020-03

**Authors:** Guanjue Xiang, Cheryl A. Keller, Elisabeth Heuston, Belinda M. Giardine, Lin An, Alexander Q. Wixom, Amber Miller, April Cockburn, Michael E.G. Sauria, Kathryn Weaver, Jens Lichtenberg, Berthold Göttgens, Qunhua Li, David Bodine, Shaun Mahony, James Taylor, Gerd A. Blobel, Mitchell J. Weiss, Yong Cheng, Feng Yue, Jim Hughes, Douglas R. Higgs, Yu Zhang, Ross C. Hardison

## Abstract

Thousands of epigenomic data sets have been generated in the past decade, but it is difficult for researchers to effectively use all the data relevant to their projects. Systematic integrative analysis can help meet this need, and the VISION project was established for validated systematic integration of epigenomic data in hematopoiesis. Here, we systematically integrated extensive data recording epigenetic features and transcriptomes from many sources, including individual laboratories and consortia, to produce a comprehensive view of the regulatory landscape of differentiating hematopoietic cell types in mouse. By using IDEAS as our integrative and discriminative epigenome annotation system, we identified and assigned epigenetic states simultaneously along chromosomes and across cell types, precisely and comprehensively. Combining nuclease accessibility and epigenetic states produced a set of more than 200,000 candidate *cis*-regulatory elements (cCREs) that efficiently capture enhancers and promoters. The transitions in epigenetic states of these cCREs across cell types provided insights into mechanisms of regulation, including decreases in numbers of active cCREs during differentiation of most lineages, transitions from poised to active or inactive states, and shifts in nuclease accessibility of CTCF-bound elements. Regression modeling of epigenetic states at cCREs and gene expression produced a versatile resource to improve selection of cCREs potentially regulating target genes. These resources are available from our VISION website to aid research in genomics and hematopoiesis.

Individual laboratories and major consortia (e.g., The ENCODE Project Consortium 2012; Cheng et al. 2014; Yue et al. 2014; Roadmap Epigenomics Consortium et al. 2015; Stunnenberg et al. 2016; The ENCODE Project Consortium et al. 2020) have produced thousands of genome-wide data sets on transcriptomes and many epigenetic features, including nuclease accessibility, histone modifications, and transcription factor occupancy, across diverse cell types. However, it is challenging for individual investigators to find all the data relevant to their projects or to incorporate the data effectively into analyses and hypothesis generation. One approach to address this challenge of overwhelming data is to integrate the deep and diverse data sets (Ernst and Kellis 2010, 2012; Hoffman et al. 2012, 2013; Zhou and Troyanskaya 2015; Greenside et al. 2018; Lee et al. 2018; Ludwig et al. 2019). An effective integration will produce simplified representations of the data that facilitate discoveries and lead to testable hypotheses about functions of genomic elements and mechanisms of regulatory processes. Our multilaboratory project called VISION (validated systematic integration of hematopoietic epigenomes) is endeavoring to meet this challenge by focusing on an important biological system, hematopoietic differentiation. Not only is hematopoietic differentiation an important biological and medical system with abundant epigenetic data available (e.g., Cheng et al. 2009; Fujiwara et al. 2009; Yu et al. 2009; Wilson et al. 2010; Pilon et al. 2011; Tijssen et al. 2011; Wong et al. 2011; Wu et al. 2011, 2014; Kowalczyk et al. 2012; Su et al. 2013; Lara-Astiaso et al. 2014; Pimkin et al. 2014; Corces et al. 2016; Huang et al. 2016; Heuston et al. 2018; Ludwig et al. 2019), but it also provides a powerful framework for validation of the integrative modeling. Specifically, work over prior decades has established key concepts that a successful modeling effort should recapitulate, and predictions of the modeling can be tested genetically in animals and cell lines. Here, we report on our initial systematic integrative modeling of mouse hematopoiesis.

The production of many distinct blood cell types from a common stem cell (hematopoiesis) is critically important for human health (Orkin and Zon 2008), and it has been studied intensively in humans and mouse. Despite some differences between these species (An et al. 2014; Cheng et al. 2014; Pishesha et al. 2014), the mouse system has served as a good model for many aspects of hematopoiesis in humans and mammals (Sykes and Scadden 2013). In adult mammals, all blood cells are produced from mesodermally derived, self-renewing hematopoietic stem cells (HSCs) located in the bone marrow (Till and McCulloch 1961; Kondo et al. 2003). Studies of populations of multilineage progenitor cells, purified using cell surface markers (Weissman and Shizuru 2008), show that hematopoietic differentiation proceeds from HSCs through progenitor cells with progressively more restricted lineage potential, eventually committing to a single cell lineage (Reya et al. 2001). More recent analyses of single cell transcriptomes have revealed heterogeneity in each of these cell populations (Sanjuan-Pla et al. 2013; Psaila et al. 2016). Overall, analyses of single cell transcriptomes support an ensemble of pathways for differentiation (Nestorowa et al. 2016; Laurenti and Göttgens 2018). Regardless of the complexity in cell-fate pathways, it is clear that changes in patterns of gene expression drive the differentiation program (Cantor and Orkin 2002; Graf and Enver 2009). Misregulation of gene expression patterns can cause diseases such as leukemias and anemias (Higgs 2013; Lee and Young 2013; Ling and Crispino 2020), and thus, efforts to better understand the molecular mechanisms regulating gene expression can help uncover the processes underlying cancers and blood disorders.

Comprehensive epigenomic and transcriptomic data can be used to describe how both the patterns of gene expression and the regulatory landscapes change during hematopoietic differentiation. Previous reports provided many insights and data sets on epigenomic changes during hematopoiesis in mouse (e.g., Lara-Astiaso et al. 2014) and in human (e.g., Adams et al. 2012; Corces et al. 2016). Additional informative data sets have come from detailed studies in cell line models of hematopoietic differentiation. In the intensively studied process of hematopoiesis, such comprehensive data sets could encompass virtually all the regulatory and transcriptional changes that occur during differentiation. However, distilling the regulatory events that are most critical to producing the transcriptional patterns needed for distinctive cell types is still a major challenge. Here, our major aim is to systematically integrate the extensive epigenomic data to improve accessibility and understanding of the data and to facilitate the generation of novel hypotheses about changes in the regulatory landscape during hematopoietic differentiation. We determined epigenetic states, which are common combinations of epigenetic features, to generate a readily interpretable “painting” of the epigenomic landscape across selected mouse hematopoietic cell populations. The state assignments coupled with peaks of nuclease accessibility produced an initial compendium of more than 200,000 candidate *cis*-regulatory elements (cCREs) active in one or more hematopoietic lineages in mouse, which are valuable for further studies of hematopoietic gene regulation.

## Results

### Epigenomic and transcriptomic data sets of mouse hematopoietic cells

We reasoned that integrative analysis of the large number of genome-wide determinations of RNA levels and epigenetic features should provide an accessible view of the information that would help investigators use these diverse data sets, and it may lead to novel insights into gene regulation. To conduct the integrative and discriminative analysis, we collated the raw sequence data for 150 determinations of relevant epigenetic features (104 experiments after merging replicates) across 20 cell types or populations (Fig. 1A), including histone modifications and CTCF by ChIP-seq, nuclease accessibility of DNA in chromatin by ATAC-seq and DNase-seq, and transcriptomes by RNA-seq. The purified cell populations and cell lines are described in detail in the Supplemental Material, section 1 (Supplemental Fig. S1).

**Figure 1.**
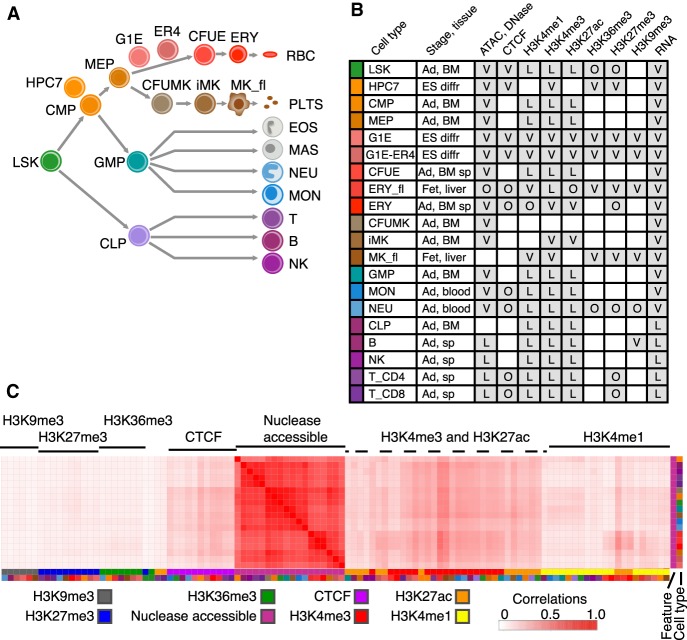
Hematopoietic cell types and data sets used for integrative analysis. (*A*) Schematic representation of the main lineage commitment steps in hematopoiesis, along with three immortalized cell lines (HPC7, G1E, G1E-ER4) and their approximate position relative to the primary cell populations shown. Abbreviations for cell populations are as follows: (LSK) Lin^−^Sca1^+^Kit^+^, which includes hematopoietic stem cells and multipotent progenitor cells; (CMP) common myeloid progenitor cells; (GMP) granulocyte monocyte progenitor cells; (MEP) megakaryocyte erythrocyte progenitor cells; (CLP) common lymphoid progenitor cells; (CFUE) colony forming unit erythroid; (ERY) erythroblasts; (RBC) red blood cells; (CFUMK) colony forming unit megakaryocyte; (iMK) immature megakaryocytes; (MK_fl) maturing megakaryocytes from fetal liver; (PLTS) platelets; (EOS) eosinophils; (MAS) mast cells; (NEU) neutrophils; (MON) monocytes; (T_CD8) CD8^+^ T cells; (T_CD4) CD4^+^ T cells; (B) B cells; (NK) natural killer cells. (*B*) Available hematopoietic data sets. Shown in each row: cell type along with its representative color, tissue stage ([Ad] adult; [ES diff] embryonic stem cell derived, differentiated), and source ([BM] bone marrow; [sp] spleen, liver, blood). Shaded boxes indicate the presence of the data set, and letters denote the source ([V] VISION; [L] Lara-Astiaso et al. (2014); [O] other). For more information, see Supplemental Table S1. (*C*) Correlations of nuclease-accessible signals with all features (S3norm normalized) and across cell types. The genome-wide Pearson correlation coefficients *r* were computed for each cell type–feature pair and displayed as a heatmap after hierarchical clustering (using 1 − *r* as the distance measure). The features are indicated by a characteristic color (first column on *right*), and the cell types are indicated in the second column to the *right* using the same colors as panel *B*. The full correlation matrix of all features across all cell types is in Supplemental Figure S4.

The epigenomic data were gathered from many different sources, including individual laboratories and consortia (Fig. 1B; Supplemental Tables; Supplemental Fig. S2). These data had quality metrics within the ENCODE recommendations (see Supplemental Material, section 2; Supplemental Tables S1–S5). However, this diversity of sources presented a challenge for data analysis because each experiment differed widely in sequencing depth, fraction of reads on target, signal-to-noise ratio, presence of replicates, and other properties (Xiang et al. 2020), all of which can impact downstream analyses. We used two strategies to improve the comparability of these heterogeneous data sets. First, the sequencing reads from each type of assay were uniformly processed, using pipelines similar to or adapted from current ENCODE pipelines (see Supplemental Material, section 2). One notable difference is that our VISION pipelines allow reads to map to genes and genomic intervals that are present in multiple copies, thereby allowing interrogation of duplicated chromosomal segments, including multigene families and regions subject to deletions and amplifications. Second, for the ChIP-seq and nuclease accessibility data, we applied a new normalization method, S3norm, that simultaneously adjusts for differences in sequencing depths and signal-to-noise ratios in the collected data (Methods) (Xiang et al. 2020). As with other normalization procedures, the S3norm method gives similar signals in common peaks for an epigenetic feature, but it does so without inflating the background signal (Supplemental Material, section 3; Supplemental Fig. S3). Preventing an increased background was necessary to avoid introducing spurious signals during the genome-wide modeling of the epigenetic landscape.

An overview of the similarities across all the data sets showed that most clustered by epigenetic features across cell types (Supplemental Fig. S4). For example, nuclease accessibility was highly correlated among the cell types examined, showing the global similarity in this primary feature of the regulatory landscape in blood cells (Fig. 1C). Other features such as CTCF and the signature marks for active promoters (H3K4me3) and enhancers (H3K27ac) showed notable but substantially lower correlations with the nuclease accessibility signal. In contrast, the H3K9me3 heterochromatin mark, the H3K27me3 Polycomb repressive mark, and H3K36me3 had almost no correlation with nuclease sensitivity, and H3K4me1 showed modest correlation. The groupings within epigenetic features were more apparent after S3norm normalization (Supplemental Fig. S5), which supports the effectiveness of the normalization. The similarity of patterns for a particular feature across cell types suggested that combinations of features may be more effective than a single epigenetic mark to find patterns distinctive to a cell type.

In summary, our compilation of signal tracks, peak calls, estimates of transcript levels, and other material established a unified, consistently processed data resource for mouse hematopoiesis, which can be accessed at our VISION website (http://usevision.org).

### Simultaneous integration in two dimensions of nonbinary epigenomic data

The frequent co-occurrence of some histone modifications has led to discrete models for epigenetic structures of cCREs (for review, see Noonan and McCallion 2010; Hardison and Taylor 2012; Long et al. 2016). Moreover, the co-occurrences can be modeled formally using genome segmentation to learn the most frequently occurring, unique combinations of epigenetic features, called epigenetic states, and assigning each segment of DNA in each cell type to an epigenetic state. Computational tools such as ChromHMM (Ernst and Kellis 2012), Segway (Hoffman et al. 2012), and Spectacle (Song and Chen 2015) provide informative segmentations primarily in one dimension, usually along chromosomes. The integrative and discriminative epigenome annotation system (Zhang and Hardison 2017; Zhang et al. 2016), or IDEAS, expands the capability of segmentation tools in several ways. It integrates the data simultaneously in two dimensions, along chromosomes and across cell types, thus improving the precision of state assignments. It uses continuous (not binarized) data as the input, and the number of epigenetic states is determined automatically (Supplemental Fig. S6). Also, when confronted with missing data, it can make state assignments with good accuracy (Zhang and Mahony 2019).

When applied to the normalized epigenomic data from the 20 hematopoietic cell types, IDEAS learned 27 epigenetic states, including many expected ones as well as others that have been less frequently studied. The IDEAS model summary shows the prevalence of the eight epigenetic features in each state as a heatmap, organized by similarity among the states (Fig. 2A). The epigenetic state assignments were well supported by the underlying epigenomic data (Fig. 2B; Supplemental Fig. S3C). The epigenetic states described an informative landscape, distinguishing multiple state signatures representing distinct classes of regulatory elements (including enhancers, promoters, and boundary elements). For example, six states showed a promoter-like signature, with high frequency of H3K4me3 (states 18, 21, 10, 15, 24, and 11); these are displayed in different shades of red, and P is the initial character in the explicit label. These six states distinguished promoter-like signatures by the presence or absence of other features with functional implications. For instance, the four promoter-like states that were also nuclease accessible (states 21, 10, 15, and 24) may encompass the nucleosome-depleted region found adjacent to the transcriptional start site (TSS). Supporting this interpretation, three of these states (states 21, 10, and 24) also had the H3K27ac mark that frequently flanks the nucleosome-depleted region of active promoters. For all the major categories of chromatin associated with gene expression and regulation, including bivalent promoters, CTCF occupancy, enhancers, transcriptional elongation, repression, and heterochromatin, multiple states were discovered that differed in the combinations of associated features and their signal strengths. These are described in more detail in the Supplemental Material, section 7 (Supplemental Fig. S7).

**Figure 2.**
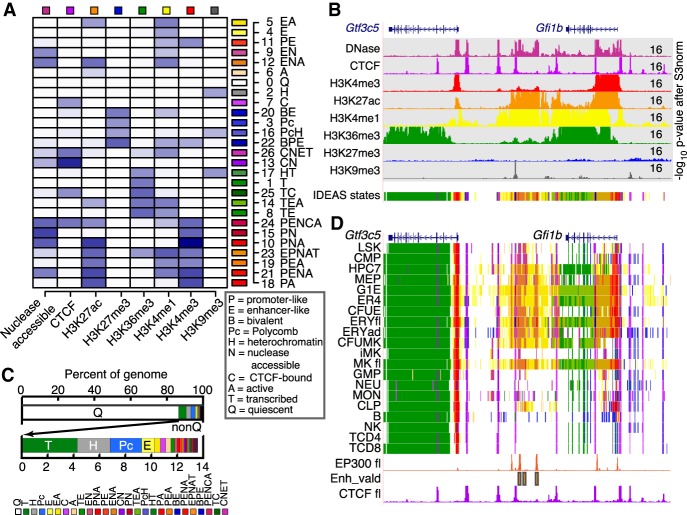
Segmentation of the epigenomes of hematopoietic cells after integrative modeling with IDEAS. (*A*) Heatmap of the emission frequencies of each of the 27 states discovered by IDEAS, with state number and function-associated labels. Each letter in the label indicates a function associated with the combination of features in each state, defined in the *box*. The indicator for transcribed is H3K36me3, active is H3K27ac, enhancer-like is H3K4me1>H3K4me3, promoter-like is H3K4me3>H3K4me1, heterochromatin is H3K9me3, and polycomb is H3K27me3. (*B*) Example of normalized epigenetic data from ERY in fetal liver around the *Gfi1b* locus, covering 70 kb from Chr 2: 28,565,001–28,635,000 in GRCm38/mm10, used as input to IDEAS for segmentation. The signal tracks are colored distinctively for each feature, with the inferred epigenetic states shown on the last track. The upper limit for signal in each normalized track is given at the *right*. (*C*) Bar graphs of the average coverage of genomes by each state. The *top* graph emphasizes the high abundance of state Q, and the second graph shows the abundances of the 26 nonquiescent states. The key for annotated colors is the same order as the states in the bar graph. (*D*) Segmentation pattern across cell types around the *Gfi1b* exemplar locus. Signal tracks for EP300 (ENCSR982LJQ, ENCODE consortium) and CTCF from mouse fetal liver were included for validation and confirmation, along with the locations of enhancers shown to be active (Enh_vald) (Moignard et al. 2013).

The fraction of the genome in each state reveals the proportion of a genome associated with a particular activity. The most common state in all the epigenomes is quiescence, that is, state zero with low signals for all the features (Fig. 2C). The mean percentage of the genome in this state was 86%, with values ranging from 85%–92% in individual cell types. About 60% of the genome was in this state in all cell types examined, indicating that in hematopoietic cells, ∼40% of the mouse genome is incorporated within chromatin with the dynamic histone modifications identified in this study. The most common nonquiescent states were transcribed, heterochromatic, and Polycomb repressed (Fig. 2C). The remaining portion of the genome was populated with a large number of active states, comprising ∼4% of the genome. Thus, only a small proportion of the genome in each cell type was found in chromatin associated with the dynamic histone modifications assayed here. This small fraction of the genome is probably responsible for much of the regulated gene expression characteristic of each cell type.

### Visualizing the regulatory landscape across hematopoietic cell types as defined by the IDEAS segmentation

The chromatin activity landscape inferred by IDEAS can be displayed by assigning the distinctive color for each state to DNA segments along chromosomes and across cell types (Fig. 2D). For example, genes transcribed in all cell types, such as *Gtf3c5*, were painted red at the active promoter and green for regions of transcriptional elongation. Within and between the transcription units were short purple segments indicating CTCF binding, aligning with the CTCF occupancy data available for tissues like fetal liver and providing a prediction for CTCF binding in other cell types. 

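In LSK cells, CTCF occupied 4 places in the interval of Chromosome 2 from 28565001 to 28635000 that the paper shows, where the density of peaks over the genome would give 0.504. Gfi1b lies on the minus strand from 28609450 to 28621982, and Gtf3c5, which encodes a subunit of a transcription factor of RNA polymerase III, on the minus strand from 28566311 to 28583751. All 4 peaks were intergenic by their midpoints. The strongest, from 28584919 to 28585635, was 1168 bp upstream of the Gtf3c5 TSS, with a fold enrichment of 19.37 and a −log10 p-value of 56.054. A second one, from 28592565 to 28593387, lay between both genes with a fold enrichment of 18.93. The peak from 28622369 to 28623081 was 387 bp upstream of the Gfi1b TSS with a fold enrichment of 13.38, and was the only one with the core motif without a mismatch, CCACTAGATGGC on the minus strand from 28622692 to 28622703. The last, from 28624665 to 28625396, was weak, with a fold enrichment of 7.18 and a −log10 p-value of 5.33. The CTCF signal of LSK cells is among the inputs of the state model in the paper's Supplemental Code. The paper states that the segments of its CTCF states align with occupancy data from tissues such as fetal liver and provide a prediction of CTCF binding in other cell types.

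**Figure D1:**
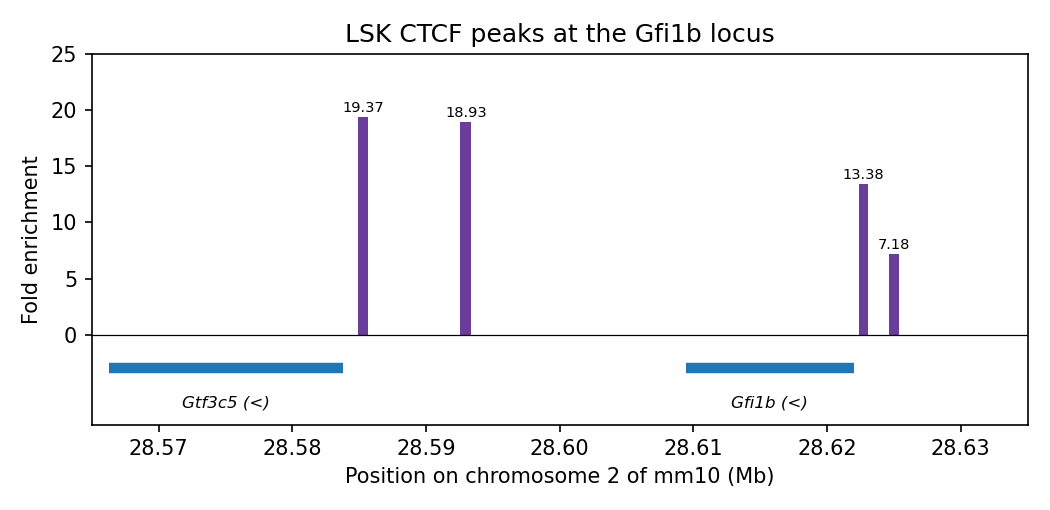
LSK CTCF peaks at the Gfi1b locus, with position on Chromosome 2 of mm10 in Mb (x axis) and the authors' fold enrichment (y axis). Each bar spans 1 peak and carries its fold enrichment, from 7.18 to 19.37, and the blue lines are the protein-coding genes, with < for the minus strand.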

The gene *Gfi1b*, encoding a transcription factor required in specific hematopoietic lineages, showed different state assignments across the cell types, with active promoters (red), intronic enhancers (orange), and transcribed regions (green) in CMP, erythroid, and megakaryocytic cells but fewer active states in other cell types. Downstream (left) from *Gfi1b* was a large region with many DNA segments assigned to enhancer-associated states; these were model-generated candidates for regulating expression of *Gfi1b*. The potential roles of the intronic and downstream candidate enhancers were supported by binding of the coactivator EP300 observed both in mouse fetal liver and MEL cells (Yue et al. 2014; The ENCODE Project Consortium et al. 2020), information that was not included in training the model. Furthermore, previous studies of cross-regulation between GATA2 and GFI1B revealed three enhancers downstream from the *Gfi1b* gene by reporter gene assays in transgenic mouse and transfected cells (Moignard et al. 2013). These enhancers overlapped with the model-predicted enhancers and provided strong experimental validation of the predictions from the IDEAS segmentation.

### cCREs across mouse hematopoiesis

Although genomic regions potentially involved in gene regulation can be discerned from the segmentation views of regulatory landscapes, it is important to assign discrete genomic intervals as CREs to clarify assessments and validations of regulatory elements and to empower systematic modeling of regulatory systems. Therefore, we combined our nuclease sensitivity data with IDEAS segmentation to infer a set of 205,019 cCREs in the 20 cell types.

A cCRE was defined as a DNA segment assigned as a reproducible peak by ATAC-seq or DNase-seq that was not in a quiescent epigenetic state in all cell types (Supplemental Fig. S8). We considered ATAC-seq or DNase-seq data to be reproducible when peaks were called in each replicate (when replicates were available). Some peaks were assigned to the quiescent state in all cell types, and these were removed from the set of cCREs. No cell type–specific cCREs could be called in mature MK or CLP cells because no ATAC-seq or DNase-seq data were available for these cell types; however, we inferred the epigenetic states in these two cell types for the DNA segments predicted to be cCREs in other cell types. This information about the locations and epigenetic states of cCREs in hematopoietic cell types provides a valuable resource for detailed studies of regulation both at individual loci and across the genome globally.

Because a wide range of hematopoietic cells was interrogated for epigenetic features, we expected that the set of cCREs from the VISION project would expand and enhance other collections of cCREs. Thus, we compared the VISION cCRE set with the Blood Cell Enhancer Catalog, which contains 48,396 candidate enhancers based on iChIP data in 16 mouse hematopoietic cell types (Lara-Astiaso et al. 2014), and a set of 56,467 cCREs from mouse fetal liver released by the ENCODE Project (The ENCODE Project Consortium et al. 2020). Furthermore, we examined the set of 431,202 cCREs across all assayed mouse tissues and cell types in the SCREEN cCRE catalog from ENCODE (The ENCODE Project Consortium et al. 2020). The overlapping DNA intervals among combinations of data sets revealed substantial consistency in the inferred cCREs (Fig. 3A). A large proportion of the VISION cCREs (70,445 or 41.5%) were in the iChIP Blood Enhancer Catalog and/or the SCREEN fetal liver cCREs. Conversely, a majority of the cCREs in the iChIP catalog (78.7%) were also in VISION cCREs, as expected given the large contribution of iChIP data to the VISION compilation. An even larger proportion (84%) of the SCREEN fetal liver catalog was in VISION cCREs. The cCREs that are common among these collections, despite differences in data input and analysis, are strongly supported as candidate regulatory elements.

**Figure 3.**
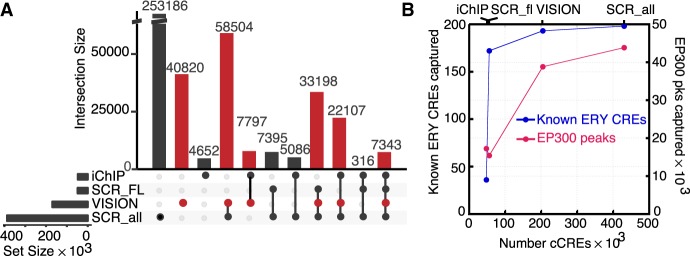
Comparative analysis of VISION cCREs. (*A*) Overlaps of the VISION cCREs with three other cCRE catalogs. The overlapping cCREs in all four data sets were merged. The numbers of merged cCREs in each set are labeled on each row, and the numbers in each level of overlap are shown in columns, visualized using an UpSet plot (Lex et al. 2014). The sets compared with the VISION cCREs were the Blood Enhancer Catalog derived from iChIP data (iChIP) (Lara-Astiaso et al. 2014), the SCREEN cCREs specific to mouse fetal liver at E14.5 (SCR_FL), and those for all tissues and cell types in mouse (SCR_all). (*B*) The VISION cCREs capture known regulatory elements and orthogonal predicted cCREs. The number of known CREs that are also present in each cCRE collection was plotted against the number of regulatory elements (known or inferred) in each data set. The EP300 peaks were deduced from EP300 ChIP-seq data from ENCODE, reprocessed by VISION pipelines, from FL E14.5, MEL, and CH12 cells. Replicated peaks were combined into one data set and merged to get more than 60,000 peaks. The number of known EP300 peaks that were also present in each cCRE collection was plotted against the number of cCREs in each data set.

The VISION cCRE set is substantially larger than either the iChIP Blood Enhancer Catalog or the SCREEN fetal liver cCREs, and we hypothesized that the larger size reflected the inclusion of greater numbers of cell types and features in the VISION catalog. This hypothesis predicts that VISION cCREs that were not in the other blood cell cCRE sets may be found in larger collections of cCREs, and we tested this prediction by comparing VISION cCREs to the entire set of ENCODE SCREEN cCREs. Indeed, we found another 58,504 (34.5%) VISION cCREs matching this catalog across mouse tissues, supporting the interpretation that the VISION cCRE set is more comprehensive than other current blood cell cCRE collections. Overall, the comparisons with other collections supported the specificity and accuracy of the VISION cCRE set.

To further assess the quality of the VISION cCRE set, we evaluated its ability to capture known *cis*-regulatory elements (CREs) and independently determined DNA elements associated with gene regulation. By using a collection of 212 experimentally determined, erythroid CREs curated from the literature (Dogan et al. 2015) as known erythroid CREs, we found that although the iChIP Blood Enhancer catalog captured only a small portion, the VISION and SCREEN fetal liver cCREs overlapped with almost all the erythroid CREs (Fig. 3B). The latter two collections were built from data sets that included highly erythroid tissues, such as fetal liver, which may explain their more complete coverage than the Blood Enhancer Catalog, which was built from data sets from fewer erythroid cell types. Increasing the number of cCREs to more than 400,000 in the SCREEN mouse cCREs did not substantially increase the number of known CREs that overlap. Thus, the VISION cCREs efficiently captured known erythroid CREs.

The coactivator EP300 catalyzes the acetylation of histone H3K27, and it is associated with many active enhancers. We used ChIP-seq data on EP300 as a comparison set of blood cell candidate enhancers that were determined independently of the data analyzed in VISION. The ENCODE consortium has released replicated data sets of EP300 ChIP-seq data determined in three blood-related cell types from mouse, MEL cells representing maturing proerythroblasts, CH12 cells representing B cells, and mouse fetal liver from embryonic day 14.5 (Yue et al. 2014; The ENCODE Project Consortium et al. 2020). After reprocessing the ChIP-seq data using the VISION project pipelines, replicated peaks were merged across the cell types to generate a set of more than 60,000 EP300 peaks in blood-related cells. The VISION cCRE set efficiently captured the EP300 peaks, hitting almost two-thirds of these proxies for regulatory elements, a much larger fraction than captured by the Blood Enhancer catalog or ENCODE fetal liver cCREs (Fig. 3B). Expanding the number of SCREEN cCREs to more than 400,000 gave only a small increase in the number of EP300 peaks captured. The EP300 peaks not captured by the VISION cCREs tended to have lower signal strength and were less associated with ontology terms such as those for mouse phenotype (Supplemental Fig. S9), suggesting that VISION cCREs captured the more likely functional EP300 peaks.

These analyses show that the VISION cCREs included almost all known erythroid CREs, and they captured a large fraction of potential enhancers identified in relevant cell types by a different feature (EP300).

### Global comparisons of regulatory landscapes and transcriptomes

The collection of cCREs and transcriptomes in VISION provided an opportunity to examine the relationships between cell types, including both purified populations of primary cells and cell lines. In conducting this analysis, we distinguished a cCRE from an active cCRE. A cCRE, which is a DNA interval predicted to be a regulatory element in any cell type, is present in all cell types, just as a gene is present in all cell types. However, a cCRE can show evidence of activity (either positive or negative) differentially across cell types, just as genes may be active in only some cell types. Thus, we refer to cCREs in epigenetic states indicative of regulatory activity as active cCREs, including states with either positive or negative associations with gene expression.

The epigenetic modifications at cCREs are a prominent feature of the regulatory landscape. Thus, to compare the regulatory landscape across cell types, we used the correlations between the nuclease accessibility signals in cCREs across cell types to group the cell types by hierarchical clustering (Fig. 4A). All erythroid cell types, including the G1E and G1E-ER4 cell lines, clustered with MEP to the exclusion of other cell types. The remaining cell types formed two groups. One consisted of hematopoietic stem and multilineage progenitor cells (LSK, CMP, and GMP) along with early progenitor (CFUMK) and immature (iMK) megakaryocytic cells. The other contained both innate (NEU, MON) and acquired (B, NK, T-CD4, T-CD8) immunity cells. Comparisons using a dimensional reduction approach (principal component analysis or PCA) also supported these groupings (Supplemental Fig. S10A).

**Figure 4.**
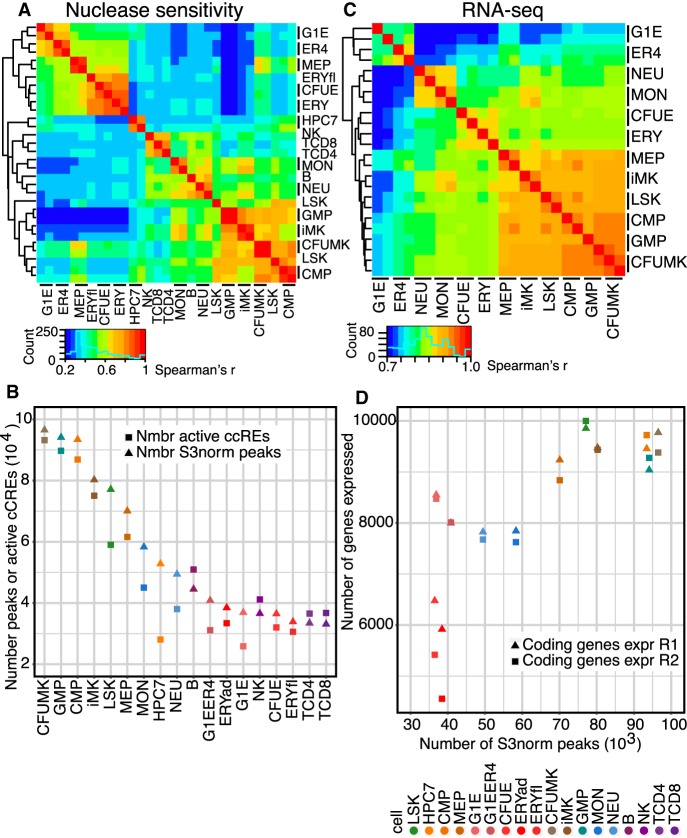
Global comparisons of nuclease accessibility profiles and transcriptomes across mouse hematopoietic cell types. (*A*) Heatmap of the hierarchical clustering of nuclease-sensitive elements (ATAC-seq and DNase-seq, using S3norm for normalization), with Spearman's rank correlation *r* as the similarity measure, and 1 − *r* as the distance measure for hierarchical clustering across 18 cell types. Results include replicates for cell types with replicated data (indicated by bars next to the cell type name). (*B*) Numbers of dynamic cCREs in each cell type, determined from ATAC-seq and DNase-seq profiles and analyzed as both peak calls from HOMER (Heinz et al. 2010) or from peaks after S3 normalization. (*C*) Heatmap of the hierarchical clustering of RNA-seq (TPM values for all genes, quantile normalized, showing replicates), with Spearman's *r* as the similarity measure. (*D*) Concordant decreases during hematopoietic differentiation in nuclease accessibility and expressed genes, shown as the association between numbers of genes expressed and numbers of dynamic cCREs across cell populations and types.

Furthermore, the PCA and subsequent analyses showed that a substantial reduction in the number of active cCREs was a major contributor to the differences in the landscape of nuclease accessibility during hematopoietic differentiation. The first principal component (PC1) captured a large fraction (82%) of the variation, placing the cell types along an axis with many multilineage progenitor cells on one end and many mature cells on the other (Supplemental Fig. S10A). That PC1 axis was highly correlated with the numbers of active cCREs (Supplemental Fig. S10B), and a direct comparison showed a progressive decline in numbers of cCREs active in most maturing blood cells (Fig. 4B). We conclude that a reduction in numbers of active cCREs is a major trend during mouse hematopoietic differentiation.

The gene expression landscape was also compared across cell types, using estimates of gene transcript levels from RNA-seq data in a subset of 12 cell types interrogated by the same method within our VISION laboratories. RNA-seq data on acquired immunity cells were not included because the assay was performed by a substantially different procedure (Lara-Astiaso et al. 2014), and this difference in RNA-seq methodology dominated the combined comparison. The hierarchical clustering results (Fig. 4C) and PCA (Supplemental Fig. S10C) revealed three clusters that were largely consistent with the analysis of the regulatory landscape, grouping megakaryocytic cells with multilineage progenitors while keeping primary erythroid cells (CFUE and ERY) and innate immune cells (NEU and MON) in distinct groups. In contrast, MEP cells grouped with progenitor cells in the transcriptome profiles, whereas they grouped with erythroid cells by nuclease sensitivity data. MEP cells have a pronounced erythroid bias in differentiation (Psaila et al. 2016), and this difference in the grouping of MEPs suggests that the regulatory landscape of MEP has shifted toward the erythroid lineage before reflecting that bias in the transcriptome data. G1E and G1E-ER4 cell lines, which are models for GATA1-dependent erythroid differentiation, also were placed differently based on cCRE and transcriptome data, forming a separate cluster in the transcriptome data. Although that result reveals a difference in the overall RNA profiles between G1E and G1E-ER4 cells versus primary cells, their grouping with primary erythroid cells by cCRE landscape supports the use of these cell lines in specific studies of erythroid differentiation.

The decrease in numbers of cCREs during differentiation and maturation was associated with a decrease in numbers of genes expressed. The highest numbers of protein-coding genes were expressed in the progenitor (LSK, CMP, GMP, MEP) and megakaryocytic (CFUMK and iMK) cells, with fewer in MON and NEU, and the lowest number in erythroid cells (CFUE and ERY) (Fig. 4D). A larger number of genes were expressed in the ES-derived cell lines, G1E and G1E-ER4, than in the primary erythroid cells. A similar decline was observed over a 10-fold range of thresholds for declaring a gene as expressed (TPM exceeding one, five, or 10). The parallel decreases in numbers of active cCREs and expressed genes led to a strong positive association between these two features (Pearson correlation *r* = 0.90 or 0.78 when values for G1E and G1E-ER4 cells were excluded and included, respectively, in a linear fit) (for coding genes, see Fig. 4D; for noncoding genes, see Supplemental Fig. S10D). Similar results were reported for transitions during megakaryopoiesis and erythropoiesis in Heuston et al. (2018) based on peak calls for histone modification and nuclease accessibility. Our results based on integrative modeling confirm these conclusions and show that the reduction in numbers of expressed genes and active cCREs was observed broadly across hematopoiesis. By considering specifically genes encoding hematopoietic regulators, we found that this general decline in transcription led to a reduction in the number of hematopoietic regulators produced in differentiated, maturing erythroid cells but not in other hematopoietic cell types (Supplemental Fig. S11). We conclude that the breadth of transcription declines during differentiation, and furthermore, the loss of activity of cCREs may contribute to the decrease in numbers of genes expressed.

### Epigenetic states of cCREs vary across cell types in an informative manner

The VISION catalog of cCREs, annotated by their epigenetic state in each cell type, can be used to track both the timing and types of transitions in epigenetic states during differentiation, which provide insights into regulatory mechanisms, for example, which cCREs are likely to be inducing or repressing a target gene. The full scope of state transitions in cCREs across cell types is complex, and in this section, we focus on major transitions contributing to changes in the numbers and state of active cCREs.

Within the dominant pattern of decreasing numbers of active cCREs during commitment and maturation of lineages (except MK), the reduction was particularly pronounced for cCREs in state 9 (EN) and state 13 (CN) (Fig. 5A), whereas changes in the numbers of cCREs in other states were more modest (Fig. 5B; Supplemental Fig. S12A,B). These state-specific reductions suggested that many active cCREs in progenitor and MK cells were in a poised enhancer mode (state 9 EN) or in a CTCF-bound, nuclease-accessible state (state 13 CN). We then determined the states into which these cCREs tended to transition by examining all state transitions in cCREs between all pairs of cells. In the case of CMP cells differentiating to ERY, we found that cCREs in the poised enhancer state 9 in CMP did not tend to stay in state 9, but rather they more frequently transitioned to states 12 (active enhancer), 3 (polycomb), and 0 (quiescent) in ERY (Supplemental Fig. S12C). These classes of state transitions were strongly supported by examination of the underlying signals for the nuclease sensitivity and histone modifications (Fig. 5C). This systematic analysis of transitions in epigenetic states across cell types helps uncover the differentiation history of cCREs and provides mechanistic insights into regulation. For example, by using SeqUnwinder (Kakumanu et al. 2017) to discover discriminative motifs, we found that the CMP cCREs that transition from poised to active enhancer in the erythroid lineage were enriched for the GATA transcription factor binding site motif, whereas those that transition to a polycomb state were enriched in motifs for binding ETS transcription factors such as SPI1 (also known as PU.1) (Supplemental Fig. S13). These results are consistent with the known antagonism between GATA1 and SPI1 in erythroid versus myeloid differentiation (Rekhtman et al. 1999; Zhang et al. 1999). Thus, they illustrate the value of machine-learning approaches, such as assigning epigenetic states systematically and finding discriminative motifs, to uncover relationships from genome-wide data that fit with models derived from decades of experimentation.

**Figure 5.**
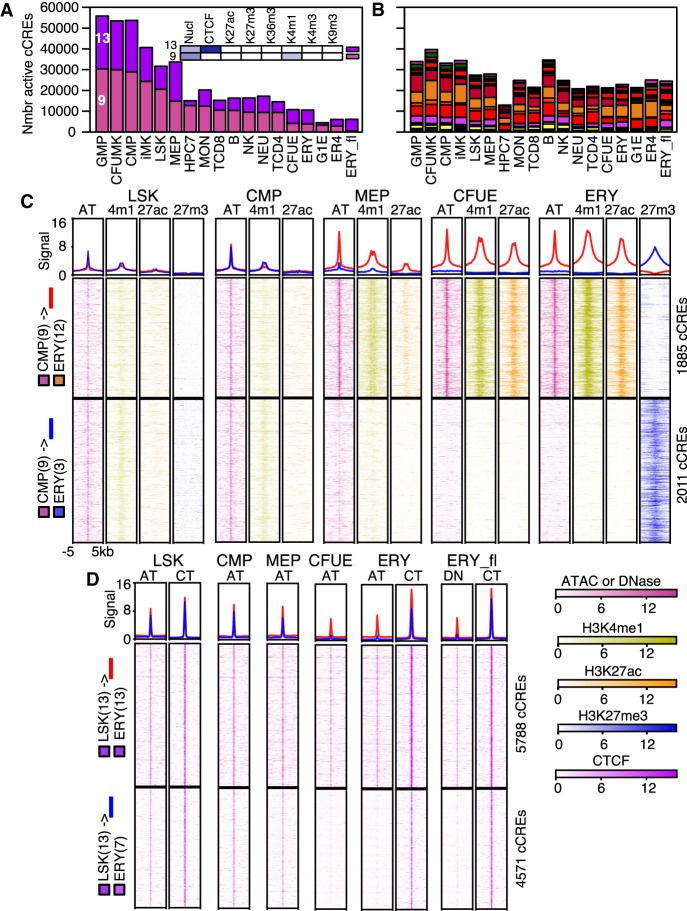
Transitions in epigenetic states at cCREs across hematopoietic differentiation. (*A*,*B*) The numbers of cCREs in each cell type are colored by their IDEAS epigenetic state, emphasizing decreases in numbers of cCREs in states 9 and 13 (*A*), whereas numbers in other states are less variable (*B*). (*C*) Aggregated and individual signal profiles for cCREs in the poised enhancer state 9 in CMPs as they transition from LSK through CMP and MEP to CFUE and ERY. Profiles for up to four relevant epigenetic features are presented. Data for H3K27me3 are not available for CMP, MEP, or CFUE. The first graph in each panel shows the aggregated signal for all cCREs in a class, and graphs *below* it are heatmaps representing signal intensity in individual cCREs. In the aggregated signal, red lines show signals for cCREs that transition from poised state 9 to active enhancer-like state 12, and blue lines show signals for cCREs that transition from poised state 9 to polycomb repressed state 3. (*D*) Aggregated and individual signal profiles for CTCF-bound cCREs that either retain or lose nuclease accessibility during differentiation from LSK to ERY. In the aggregated signal, red lines show signals for cCREs that stay in the CTCF-bound, nuclease-sensitive state 13, and blue lines show signals for CTCF-bound cCREs that lose nuclease sensitivity as they transition from state 13 to state 7. Signals were normalized by S3norm. (AT) ATAC; (4m1) H3K4me1; (27ac) H3K27ac; (27m3) H3K27me3; (CT) CTCF.

Another major state of cCREs in progenitor and megakaryocytic cells was CTCF bound and nuclease accessible (state 13). 

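The CTCF part of this state can be followed in LSK cells through the 18945 peaks, while nuclease accessibility was not analyzed here. Of the peaks, 14.1% (95% interval 13.6% to 14.6%) were within 1 kb of a TSS, where random placements gave 4.92% to 5.73%. By their midpoints 10.3% lay in exons, 43.9% in introns and 45.8% between genes. Of 20 genes of stem and progenitor cells, 9 had a peak within 10 kb of the TSS, which was at the 97.8th percentile of 10000 random lists with the same gene density, for 1 of 11 lists examined. Among them were Gata2, a transcription factor of stem and progenitor cells, with a peak 3873 bp away (fold enrichment 21.21), and Hoxa9, with a peak 8807 bp away (17.29). Of 21 erythroid genes 9 had a peak (87.2th percentile), among them Klf1, an erythroid transcription factor, with a peak 812 bp away (16.97), and the alpha-globin genes Hba-a1 (3006 bp, 14.36) and Hba-a2 (3219 bp, 16.64). Both alpha-globin peaks held the same motif sequence, and the paper's pipeline kept reads that map to several places. Whether the same reads make both peaks was not tested. Of 15 megakaryocyte genes 3 had a peak (25.9th percentile), the strongest at Thbs1 (398 bp, 8.81). Of 18 granulocyte and monocyte genes 6 had a peak (68.1th percentile), with 1 over the TSS of Cebpa, a myeloid transcription factor (15.66). Of 19 lymphoid genes 6 had a peak (61.5th percentile), the strongest at Cd2 (7408 bp, 23.17). The lists were fixed before the data were examined, and a percentile describes this library and is no p-value. The random lists came from 21910 protein-coding genes, of which 29.1% had a peak within 10 kb, and were not matched on expression. That pool includes olfactory receptor genes, of which only 4.34% had a peak. A high percentile may therefore not be particular to the lineage of a list. Over the 5 lists, 33 of the 93 genes had a peak within 10 kb and 6 within 1 kb. The place of the progenitor list depended on the distance, with 1 gene within 1 kb (37.2th percentile) and 16 within 50 kb (97.545th), where the erythroid list was higher (19 genes, 98.5th). Within 50 kb the remaining lists were above the median of their random lists but inside the central 95% of them. They had 13 megakaryocyte genes (97.015th), 16 lymphoid genes (95.8th) and 15 granulocyte and monocyte genes (93.7th). Among the 9472 peaks with the lowest false discovery rate, 5 progenitor genes (91.9th percentile), 0 megakaryocyte genes (3.45th) and 3 granulocyte and monocyte genes (51.7th) had a peak within 10 kb. In the same set 6 erythroid genes (87.2th percentile) and 4 lymphoid genes (69.5th) had one.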

Much of the decrease in numbers of cCREs in this state occurred through a loss of accessibility while retaining occupancy by CTCF (state 7) (Supplemental Fig. S12C,D). To eliminate the possibility that the inferred loss of nuclease sensitivity was an artifact of low sensitivity in the ATAC-seq data, we examined these cCREs for DNase sensitivity in an independent experiment conducted on ERY from fetal liver (ERY_fl). We found that the cCREs undergoing the transition from state 13 to state 7 had low nuclease sensitivity in ERY by both assays, as well as in CFUE, while retaining a strong CTCF signal (Fig. 5D). Thus, we concluded that the state 13 to state 7 transition was not an artifact of poor sensitivity of the accessibility assays. The loss of nuclease accessibility at this subset of CTCF-bound sites occurred between the MEP and CFUE stages, suggesting that it could be connected to the process of erythroid commitment. By examining genes in the vicinity of the CTCF-bound cCREs, we found that this loss of nuclease sensitivity at CTCF-bound sites occurred in more gene-poor regions, and it was associated to some extent with gene repression (Supplemental Fig. S14). The CTCF-bound cCREs that retained nuclease accessibility during differentiation were enriched at topologically associated domain (TAD) boundaries that were common across myelo-erythroid differentiation (Supplemental Fig. S15).

In summary, the number of active cCREs declined as cells differentiated from stem and progenitor cells to committed, maturing blood cells. This decrease in cCREs was strongly associated with a reduction in the numbers of expressed genes in committed cells. Our analysis of epigenetic states in cCREs across this process revealed major declines in two states. First, the poised enhancer state was prevalent in cCREs in stem and progenitor cells, and it had two major fates. One was a transition to an active enhancer state, and in the erythroid lineage this transition was associated with GATA transcription factor binding site motifs, as expected for activation of erythroid genes. The other fate was to lose nuclease sensitivity and switch to a repressed state. Those state transitions were not novel observations, but our extensive annotation of the cCREs allows investigators to identify which cCREs around genes of interest make those transitions. Second, another state prevalent in stem and progenitor cells was a CTCF-bound and nuclease-accessible state. The number of cCREs in that state declined during differentiation, with many cCREs transitioning to a state with CTCF still bound but no longer nuclease accessible. Further studies are needed to better understand the roles of these different classes of CTCF-bound sites.

### Estimating regulatory output and assigning target genes to cCREs

We investigated the effectiveness of the collection of mouse hematopoietic cCREs from VISION in explaining levels of gene expression. We developed a modeling approach to evaluate how well the cCREs, in conjunction with promoters, could account for levels of expression in the 12 cell types for which the RNA-seq measurements were determined in the same manner. This modeling approach had the additional benefit of making predictions of target genes for each cCRE.

We reasoned that the epigenetic state assignments for each cCRE DNA interval in each cell type could serve as a versatile proxy for cCRE regulatory activity because the states were based on a systematic integration of multiple epigenetic signals. As explained in detail in the Supplemental Material, section 16, we estimated promoter and cCRE effects on expression by treating the states as categorical variables and training a multivariate linear model of gene expression on the states. Each cCRE and promoter could be composed of multiple epigenetic states (Fig. 6A), and we used the proportion of promoters and the proportion of pooled cCREs covered by a state as the predictor variable for that state (Fig. 6B). However, in our subselection training, a given cCRE is represented by a single state rather than a weighted sum of states (Supplemental Material). All cCREs within 1 Mb of the TSS of a gene were initially considered and then filtered by a minimum correlation to that gene's expression. Not all cCREs within the 2-Mb region surrounding a gene's TSS were expected to influence expression. Thus, cCREs predicted to have limited contribution to explaining expression were removed via a subselection strategy during iterations of model fitting (Fig. 6B; Supplemental Fig. S16B).

**Figure 6.**
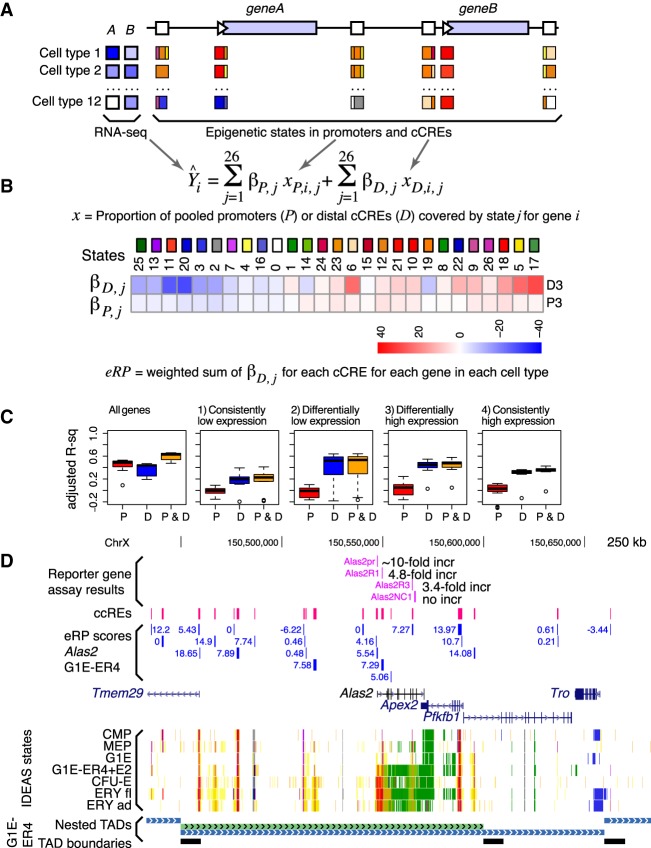
Initial estimates of regulatory output and target gene prediction using regression models of IDEAS states in promoters and cCREs versus gene expression. (*A*) Illustration of promoters and cCREs around two potential target genes, showing expression profiles of the genes across cell types (shades of blue; *left*) and promoters/cCREs with one or more epigenetic states assigned in each cell type. (*B*) Multivariate linear regression of proportion of promoters and pooled cCREs in each state against expression levels of potential target genes, keeping promoters and cCREs separate and learning the regression coefficients iteratively in a subselection strategy. Values of the regression coefficients’ beta for each epigenetic state for promoters and cCREs for differentially expressed genes. The values of the regression coefficients for each epigenetic state are presented as a blue-to-red heatmap. (*C*) Ability of eRP scores of cCREs to explain levels of expression on Chr 1–Chr 19 and Chr X in the 12 cell types for all genes and in the four categories of genes (*1*–*4*). A leave-one-out strategy was used to calculate the accuracy predicting expression. The distributions of adjusted *r*^2^ values are shown as box-plots for promoters, distal cCREs, and combined. (*D*) Illustration of eRP scores for cCREs in and around the *Alas2* gene, including a comparison with previously measured enhancer and promoter activities. Nested TADs called by OnTAD (An et al. 2019) are shown in the *bottom* tracks.

The regression coefficients, *β*, determined for the epigenetic states showed some expected trends. For example, the coefficients for the set of differentially expressed genes were high for most promoter-like and enhancer-like states and low for most polycomb-repressed and heterochromatin states (Fig. 6B; for a full set of values, see Supplemental Fig. S16D).

We evaluated the accuracy of predicting gene expression from the weighted sum of the state-specific regression coefficients using a leave-one-out strategy. Specifically, we trained a linear model on data from 11 of the 12 cell types, minimizing mean squared error (MSE), and then computed the adjusted *r*^2^ for the accuracy of the predicted expression levels compared with the actual expression levels in the left-out cell type. This procedure was repeated, leaving out each of the cell types in turn. Coefficients were calculated using only promoters, only cCREs, or a combination of both. In the case of the cCRE trained model, we defined the sum of coefficients weighted by each cCRE state proportion as the epigenetic regulatory potential (eRP) score. The predicted expression for each gene was the mean of the eRP scores for all paired cCREs. For expression of all genes, the prediction accuracy was ∼50% for promoters only or eRPs only, and it improved to ∼60% when both were combined (Fig. 6C, graph “All genes”).

Some portion of the explanatory power was expected to derive from the strong differences in epigenetic signals for expressed versus silent genes. In an effort to remove this effect from the predictions of accuracy, we repeated the linear regression modeling and evaluations on four categories of genes separately, specifically those with (1) consistently low, (2) differentially low, (3) differentially high, and (4) consistently high expression across cell types. The values of *β* varied across the four categories (Supplemental Fig. S16D). Using gene category partitioning, the accuracy of predicting expression levels in the leave-one-out strategy showed a much smaller impact of the promoters (Fig. 6C, graphs 1–4), suggesting that a major effect of the epigenetic states around the TSSs was to establish expression or silencing. In contrast, the distal cCREs did contribute to expression variation within the gene categories, especially for differentially expressed genes (Fig. 6C, graphs 2 and 3). Overall, these evaluations indicated that promoters contributed strongly to the broad expression category (expressed or not, differential or constitutive), and distal cCREs contributed to the expression level of each gene within a category.

By considering these linear regression coefficients as proxies for the regulatory output of cCREs in a particular epigenetic state, we used them to estimate the impact of histone modifications around cCREs close to differentially expressed genes. Many expected associations were found, but in addition, this analysis revealed that H3K27ac was the histone modification at cCREs most distinctly associated with gene activation, CTCF at a cCRE was associated with repression, and H3K4me1 and nuclease accessibility were about equally frequent in states with positive or negative impacts on expression (Supplemental Fig. S17).

The positive predictive power of these initial estimates of eRP scores supported their utility in assigning candidates for target genes for cCREs. The estimated eRP scores can serve as one indicator of the potential contribution of each cCRE to the regulation of a gene in its broad vicinity. Thus, a set of likely cCRE–target gene pairs can be obtained at any desired eRP threshold. We provide a large table of potential cCRE–target gene pairs at the VISION project website, along with a versatile filtering tool for finding cCREs potentially regulating a specified gene in a particular cell type. The filtering tool also allows further restriction of cCREs to those within the same topological associated domain or compartment as the candidate target gene. The example from the *Alas2* locus (Fig. 6D) illustrates how these eRP scores were consistent with results from previous experimental assays for CREs within the gene (Wang et al. 2006), and they raise the possibility of additional, distal cCREs regulating the gene. These data-driven, integrated resources should allow users to make informed decisions about important but challenging issues such as finding the set of cCREs likely to regulate a particular gene.

## Discussion

One goal of the VISION project is to gather information from our laboratories, other laboratories, and consortia to conduct systematic integrative analysis and produce resources of high utility to investigators of genome biology, blood cell differentiation, and other processes. In this study, we compiled and generated epigenomic and transcriptomic data on cell types across hematopoietic differentiation in mouse. The data were systematically analyzed by the IDEAS method to assign genomic intervals to epigenetic states in 20 cell types, with each state defined by a quantitative spectrum of nuclease sensitivity, histone modifications, and CTCF occupancy. Most of these combinations of epigenetic features are associated with specific regulatory elements or events, such as active promoters, poised enhancers, transcribed regions, or quiescent zones, and thus, the epigenetic state assignments provide a guide to potential functions of each genomic interval in each cell type. In effect, the IDEAS segmentation pipeline reduced 150 dimensions (or tracks) of epigenomic data to 20 dimensions, that is, the number of cell types examined. Although the cell populations studied can be conceptualized as cell “types,” it is important to keep in mind that these populations, especially of stem and progenitor cells, are heterogeneous, and thus our integrative analyses do not delve into all the stages of hematopoietic differentiation and maturation. We further focused the epigenomic data by constructing an initial registry of 205,019 cCREs, which are discrete genomic intervals with features predictive of a potential regulatory role in one or more hematopoietic cell types, along with state assignments and initial estimates of regulatory output for candidate target genes in each cell type. Investigators now have simplified ways to view the large amount of data, for example, in a genome browser, and to operate computationally on the state assignments and cCREs.

We provide multiple ways for investigators to access and interact with the data via our VISION website (http://usevision.org). The raw and normalized data tracks can be downloaded for further analysis. The regulatory and transcriptomic landscapes around individual genes can be viewed in our custom genome browser, which is built on the familiar framework of the UCSC Genome Browser (Haeussler et al. 2019). Tables of annotated cCREs and their associations with specific genes by regression can be downloaded, and cCREs for specific genes and genomic intervals can be obtained by queries at the website. Links are provided to additional resources such as CODEX for more extensive transcription factor occupancy and histone modification data (Sánchez-Castillo et al. 2015), the 3D Genome Browser for visualizing matrices of chromatin interaction frequencies (Wang et al. 2018), and the ENCODE registry of cCREs (The ENCODE Project Consortium et al. 2020).

We chose IDEAS as the systematic integration method because its joint segmentation along chromosomes and across cell types retains position-specific information, thereby providing more precision to the state assignments (Zhang and Hardison 2017; Zhang et al. 2016). Furthermore, the IDEAS method does not require determination of all features in all cell types, and thus cell types with missing data were included (Zhang and Mahony 2019). Even an extreme case of the cell type CFUMK, for which the only epigenomic data set was ATAC-seq, was assigned a meaningful segmentation pattern. The local clustering of cell types by their epigenomic profiles in IDEAS allows the system to learn the signal distribution for a feature missing in one cell type from the available signal in locally related cell types and then use that signal distribution when assigning likely states in the cell type with missing data. Although full determination of all biochemical features in each cell type is preferred, attaining complete coverage is difficult, especially for rare cell types. Indeed, many integrative analysis projects are contending with the challenges of missing data (Ernst and Kellis 2015; The ENCODE Project Consortium et al. 2020; Schreiber et al. 2020). We suggest that the IDEAS method provides a principled approach with good utility for integrative analyses in the face of missing data.

Our collection of cCREs in mouse blood cells efficiently captures known erythroid regulatory elements and potential enhancers predicted by available EP300 occupancy data. However, this initial cCRE registry is unlikely to be complete, especially for cell lineages underrepresented in our collection. The VISION resources can be useful for analysis of new data from users, such as searching for overlaps of the cCREs with peaks from new data sets. Also, parallel efforts, such as the Immunological Genome Project (Yoshida et al. 2019), are generating complementary resources that can expand the cCRE registry. Only DNA intervals in nuclease-accessible chromatin were assigned as cCREs, and thus, any regulatory elements that function in nuclease inaccessible regions will be missed. Such elements may be discovered by further studies on inaccessible regions that are bound by transcription factors. Given the absence of comprehensive reference sets of known regulatory elements, neither the completeness nor the specificity of the cCRE collections can be evaluated rigorously. Future work evaluating experimentally the impact of cCREs on gene expression will provide a more complete assessment of the quality of the registry.

Each cCRE has been annotated with its epigenetic state in each cell type and an initial estimate of the eRP score for regulating candidate target genes. These initial eRP scores for cCREs, derived from a multivariate regression and subselection procedure, can explain a substantial portion of variance in gene expression, but a considerable amount of expression variance remains unexplained. Estimates for regulatory output could be improved by incorporating transcription factor binding site motifs (Weirauch et al. 2014), transcription factor occupancy (Dogan et al. 2015), and patterns in multispecies genome sequence alignments (Taylor et al. 2006). The target gene assignments can be refined by inclusion of data on chromatin interaction frequencies, for example, by restricting cCRE–gene pairs to those within a TAD (Oudelaar et al. 2017). The VISION project has analyzed Hi-C data in G1E-ER4 cells (Hsu et al. 2017) and HPC7 cells (Wilson et al. 2016) to provide coordinates of TADs (An et al. 2019) and compartments (Zheng and Zheng 2018), and our query interface allows users to use this information to refine choices of cCREs for specific genes.

The IDEAS segmentation results across cell types revealed some known transitions between states, such as poised enhancers in multilineage progenitor cells either shifting to active enhancers or losing their preactivation signatures to become repressed or quiescent in more differentiated cells. However, one of the most common transitions has not been described previously (to our knowledge). Of the CTCF-bound sites in LSK that were also accessible to nuclease, a substantial proportion became much less nuclease accessible while retaining CTCF occupancy in differentiated cells. The reduction in accessibility reflects a change in the chromatin structure to a more closed state, but unexpectedly, the CTCF protein remains bound. Initial studies suggested that the CTCF-bound-but-inaccessible sites were associated with repressed, gene-poor regions, whereas the CTCF-bound-and-accessible sites were enriched at constitutive TAD boundaries. However, further studies are needed to more fully investigate the functions of different categories of CTCF-bound sites.

We found a substantially larger number of cCREs in hematopoietic progenitor cells than in mature cells, with the notable exception of megakaryocytic cells. The reduction in numbers of cCREs coincides with the decrease in the size of the nucleus during differentiation and maturation after commitment to a single lineage (Baron and Barminko 2016) and a decrease in the number of genes being expressed (Fig. 4D). Although this reduction in numbers of active genes and regulatory elements appears to occur in most lineages of blood cells, it was not observed in megakaryocytic cells, which retain aspects of the regulatory landscape and transcriptomes of multilineage progenitor cells. Similarity of MK to multilineage progenitor cells has been discerned previously from phenotypic similarities (Huang and Cantor 2009), transcriptome data (Sanjuan-Pla et al. 2013; Psaila et al. 2016), and global epigenetic profiles (Heuston et al. 2018). Recent studies have shown that MK cells can be derived from multiple stages of progenitor cells, including HSC, CMP, and MEP (Sanjuan-Pla et al. 2013; Psaila et al. 2016). It is intriguing to speculate that the similarity of MK to multilineage progenitor cells may indicate that multiple stages of progenitor cells could differentiate into MK without substantial changes to the regulatory landscape. Such a conservative process differs from other lineage commitment and maturation processes that involved substantial changes to the epigenome and reduction in numbers of genes expressed.

The systematic integration of 150 tracks of epigenetic data on mouse hematopoietic cells has produced an easily interpretable representation of the regulatory landscapes across these cell types along with predictions of and annotations of candidate regulatory elements. Similar systematic integration of epigenetic data in human blood cells is ongoing, which will generate equivalent resources. Such resources should provide guidance on many important problems, such as suggesting specific hypotheses for mechanisms by which genetic variants in noncoding regions can be associated with complex traits and diseases (Ulirsch et al. 2016; Bao et al. 2019).

## Methods

### Cell populations and sources of epigenomic and transcriptomic data

Detailed information about the cell populations and cell lines analyzed is in the Supplemental Material, section 1. The ChIP-seq and ATAC-seq procedures followed previously published methods (Wilson et al. 2010; Buenrostro et al. 2013; Wu et al. 2014; Heuston et al. 2018). Detailed information about the experimental methods, sources of data sets, bioinformatic pipelines, and quality assessments are in the Supplemental Material, section 2, and the Supplemental Tables.

### Data normalization and comparison

A novel method for normalization, called S3norm (Xiang et al. 2020), was used to produce comparable peaks signals without inflating background regions. This method is described in more detail in sections 3 and 5 of the Supplemental Material, and the pipeline is deposited at GitHub (https://github.com/guanjue/S3norm). The methods for comparing epigenetic signals across cell types are described in section 4 of the Supplemental Material.

### Integrative analysis and cCRE calls

The implementation of IDEAS (Zhang and Hardison 2017; Zhang et al. 2016) for the mouse hematopoietic cell data sets is described in the Supplemental Material, section 6, and the software is available from GitHub (https://github.com/guanjue/IDEAS_2018). The method for calling cCREs is in the Supplemental Material, section 8. The methods for comparing signals in peaks of nuclease sensitivity and in transcriptomes across cell types are in section 10 of the Supplemental Material.

### Estimating impact of cCREs on candidate target genes

The methodology for estimating the output of individual cCREs based on their epigenetic states and correlations with expression of candidate target genes is presented in section 16 of the Supplemental Material.

## Data access

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE143271 and to the NCBI BioProject database (https://www.ncbi.nlm.nih.gov/bioproject/) under accession number PRJNA599438. Data and servers for visualization also are available at the VISION Project website (http://usevision.org). All scripts for data analyses and data visualization can be found at GitHub (https://github.com/rosshardison/VISION_mouseHem_code) and as Supplemental Code.

## Competing interest statement

The authors declare no competing interests.

## Supplementary Material

Supplemental Material

# Supplementary material for: An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis
**Source:** Genome Res. 2020 Mar;30(3):472–84. doi: 10.1101/gr.255760.119
**Supplement:** Supplemental Material

An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis — Supplemental Material 

# An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis

## Supplemental Material

- Supplemental\_Results\_Figures\_Methods\_R9.docx
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Code.zip

# Supplementary material for: An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis
**Source:** Genome Res. 2020 Mar;30(3):472–84. doi: 10.1101/gr.255760.119
**Supplement:** Supplemental Material

**Supplemental Material**

**An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis**

Guanjue Xiang, Cheryl A. Keller, Elisabeth Heuston, Belinda M. Giardine, Lin An, Alexander Q. Wixom, Amber Miller, April Cockburn, Michael E.G. Sauria, Kathryn Weaver, Jens Lichtenberg, Berthold Göttgens, Qunhua Li, David Bodine, Shaun Mahony, James Taylor, Gerd A. Blobel, Mitchell J. Weiss, Yong Cheng, Feng Yue, Jim Hughes, Douglas Higgs, Yu Zhang, Ross C. Hardison

**Supplemental Material – Table of Contents**

**1. Sources of purified cell populations and descriptions of cell lines**

The data were gathered from a set of purified cell populations including LSK (Lin^-^Sca1^+^Kit^+^, which includes hematopoietic stem cells or HSC and multipotent progenitor cells or MPP), several multilineage progenitor cells (common myeloid progenitor cells or CMP, granulocyte monocyte progenitor cells or GMP, megakaryocyte erythrocyte progenitor cells or MEP, and common lymphoid progenitor cells or CLP), and committed cells of the major blood cell lineages at different stages of maturity (for erythroblasts or ERY and megakaryocytes or MK) (Supplemental Fig. S1). Most of the cell populations were from adult bone marrow or spleen, but some cell populations were from the hematopoietic organ fetal liver. We included data from three immortalized cell lines used extensively in mechanistic studies of gene regulation at distinct stages of differentiation and maturation. These were HPC7 cells, which are models for multilineage myeloid progenitor cells (Pinto do O et al. 1998; Wilson et al. 2010), G1E cells, which are a model for early erythroid committed cells blocked in maturation by a knockout of the *Gata1* gene, and G1E-ER4 cells, a rescued subline of G1E that partially matures to erythroblast-like cells in a GATA1-dependent manner upon estradiol treatment to activate a GATA1-ER hybrid protein (Weiss et al. 1997; Gregory et al. 1999). This collection of cell populations was heavily weighted toward the erythroid and myeloid lineages, but representatives of some of the major lymphoid lineages were included to provide a broad context for the resources built from our integrative modeling.

*Methods*

*Cell Isolation*

All primary hematopoietic cell populations were enriched from 5-8 week old C57BL6 male mice. LSK, CMP, MEP, GMP, CFUE, ERY, CFU-MK, and iMK populations were harvested and isolated from bone marrow (BM) as described (Heuston et al. 2018). Neutrophils (NEU) and monocytes (MON) were isolated from peripheral blood by as described (Heuston et al. 2018). Isolation of other cell populations was described in Lara-Astiaso *et al.* (2014).

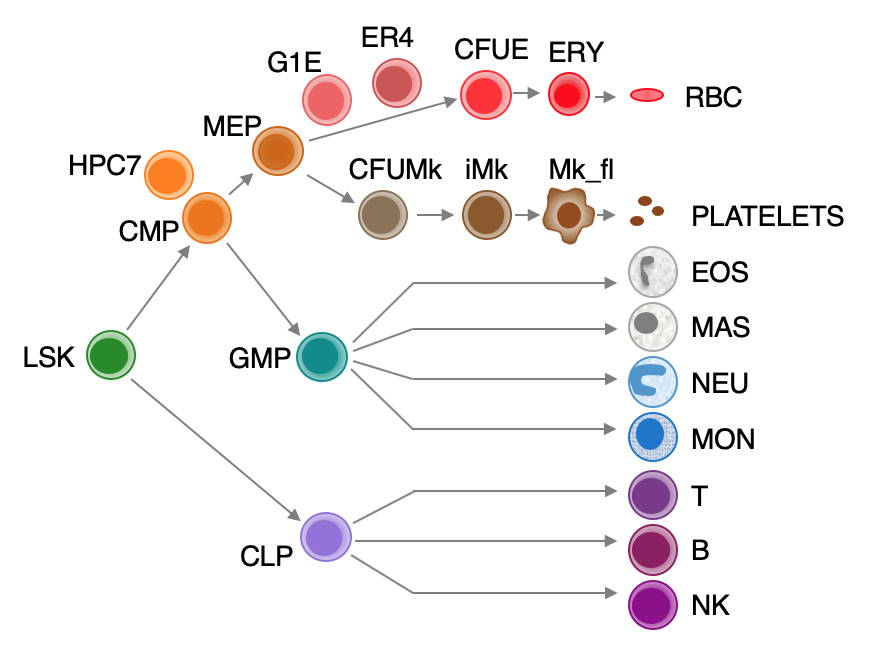

**Supplemental Figure S1.** Hematopoietic cell types. Schematic representation of the main lineage commitment steps in hematopoiesis, along with three immortalized cell lines (HPC7, G1E, G1E-ER4) and their approximate position relative to the primary cell types shown.

**2. Sources of epigenomic and transcriptomic data**

The full lists of datasets are presented in the Supplemental Tables, which is an worksheet with information about replication structure of each experiment, read counts, quality metrics, literature citations, GEO and ENCODE dataset identification numbers. An online version of this worksheet is at this link:

<https://docs.google.com/spreadsheets/d/1q7wwrTfHQlEWCq301yaF-YZk3cQMb0cRksUmgluB9kQ/edit?usp=sharing>

Results of data processing such as the signal tracks (before and after normalization), peaks for ATAC-seq and ChIP-seq data, and the estimates of transcript levels from RNA-seq (Li and Dewey 2011) are available at the VISION Project website ([http://usevision.org](http://usevision.org/)). Signal tracks, peaks, and ranges of transcript levels can be visualized at the customized genome browser at the VISION Project website.

The datasets used in this project were collected from many different sources, including individual laboratories and consortia (Supplemental Fig. S2). We started with published or previously released data from our own laboratories in both the cell lines and primary erythroid and megakaryocytic cells at various stages (Cheng *et al.* 2009; Wilson *et al.* 2010; Wu *et al.* 2011; Cheng *et al.* 2014; Pimkin *et al.* 2014; Wu *et al.* 2014; Yue *et al.* 2014; Hsiung *et al.* 2015; Jain *et al.* 2015; Stonestrom *et al.* 2015; Wilson *et al.* 2016; Heuston *et al.* 2018). However, the numbers of hematopoietic stem and progenitor cells that could be isolated by FACS on selected surface markers are small relative to those for maturing, lineage-committed cells, which presents a limitation for conventional ChIP-seq analyses. Thus, for histone modifications in these multilineage stem and progenitor cell populations, we used the ChIP-seq data obtained using the iChIP method for interrogating small numbers of cells (Lara-Astiaso et al. 2014). The iChIP data also were the primary source for epigenomic information on mouse lymphoid cells. Additional datasets obtained through the CODEX compendium (Sanchez-Castillo et al. 2015), the GEO database (Barrett et al. 2009) and the ENCODE data portal (Sloan et al. 2016; Davis et al. 2018) filled in more features for several cell types. 

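LSK cells are the lineage-negative, Sca1-positive and Kit-positive cells of the bone marrow, a population that holds the hematopoietic stem cells and early multilineage progenitors. CTCF, a zinc finger protein that binds insulators and the boundaries of chromatin domains, was mapped in these cells by ChIP-seq in 1 library from male C57BL6 mice. The peak list of this library was analyzed here. The LSK input and a further input from MEP cells were not analyzed here. The mapped reads that Supplemental Table S4 gives for the CTCF library come to 30.02 reads per kb of Chromosomes 1 to 19 and X. The list holds 18945 peaks on Chromosomes 1 to 19 and X of mm10, with a median width of 715 bp and a range of 308 to 4088 bp. Together the peaks cover 13486722 bp, or 0.512% of the length of those chromosomes. No peak lies on Chromosome Y. For each peak the list gives a fold enrichment, a −log10 p-value and a false discovery rate, all of them the authors' values. They were used only to describe, rank and filter peaks within the list. Peaks were set against the sequence of GRCm38.p6 and the gene annotation of GENCODE M21, which share their coordinates with mm10. A transcription start site (TSS) was the 5′ end of a gene record. As there is 1 library and no replicate, no p-values were computed across peaks. Shares of peaks carry a 95% Wilson interval that covers counting error only. Where a share needs a background, the peaks were placed 100 times at random on their own chromosomes, with their widths kept and windows with unknown bases left out.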

A ChIP-seq determination on CTCF in LSK cells is a new dataset for this paper. Almost all the experiments from the VISION project and ENCODE Projects were done in replicates, but experiments without replicates from any source were included if they passed quality checks (described in *Methods and Quality Assessment* below).

Several types of RNA-seq data were compiled across these cell types, including those using various strategies for RNA-seq on polyA+ RNA (Lara-Astiaso et al. 2014; Paralkar et al. 2014) and on total RNA (Heuston et al. 2018). Comparisons between the RNA-seq collections determined by different methods or using different sources of RNA (total vs polyA+) were problematic; the differences attributable to method of preparation or RNA source exceeded differences between cell populations. Thus, the set of transcriptomes determined in replicate on total RNA from twelve cell types and populations using the same procedure in the same laboratories (Heuston et al. 2018) were the primary source of expression level data used in evaluating our integration products and target gene assignments.

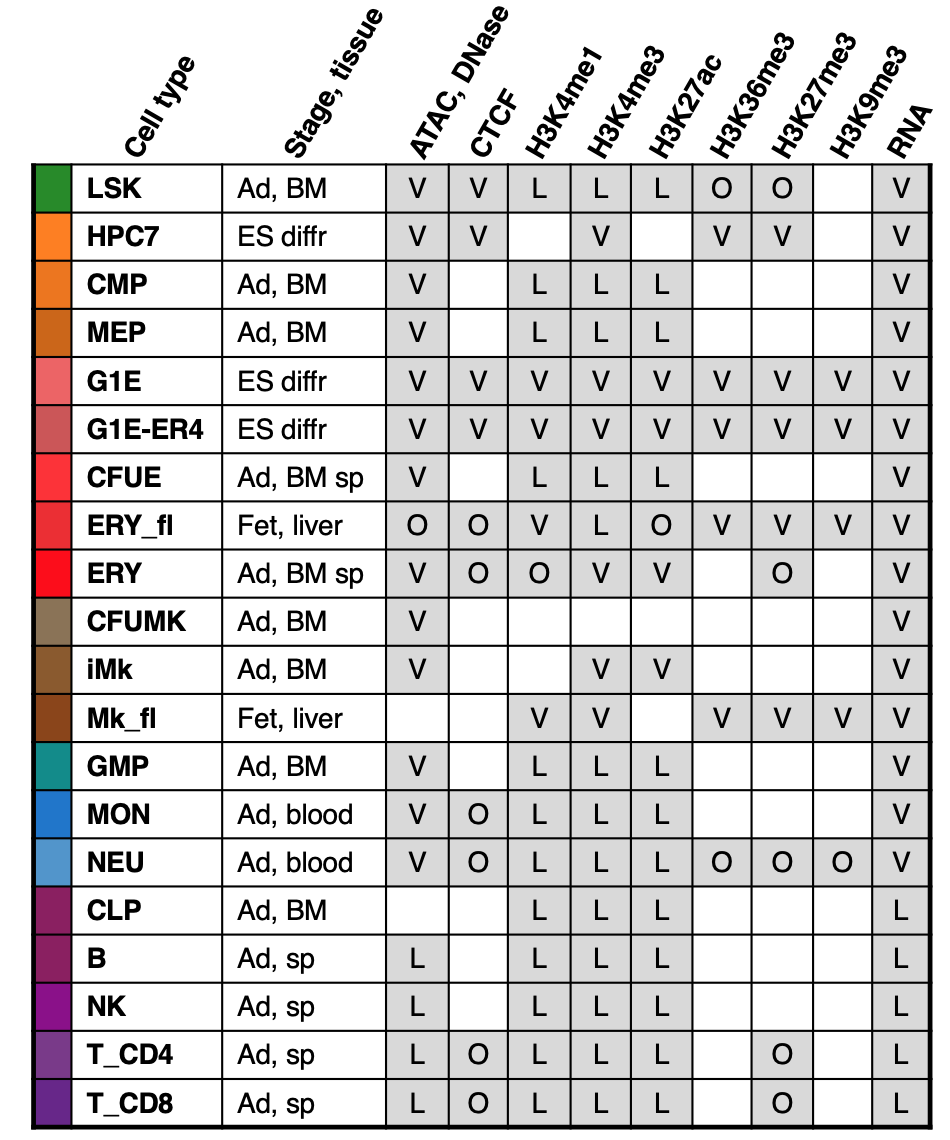

**Supplemental Figure S2.** Epigenomic and transcriptomic datasets from mouse hematopoietic cells. Across each row is presented: Cell type along with its representative color, tissue stage (Ad = adult, Fet = fetal, ES diff = Embryonic stem cell derived, differentiated) and source (BM = bone marrow, sp = spleen, liver, blood). Shaded boxes indicate the presence of the dataset, and letters denote the source (V = VISION, L = Lara-Astiaso et. al 2014, O = other). See Supplemental Table 1 for more information.

*Methods and Quality Assessment*

*ChIP-seq*

CTCF in LSK cells was performed as described (Heuston et al., 2018) using CTCF antiserum (Millipore Sigma, Cat# 07-729).

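The CTCF core motif CCNSYAGRKGGC was present without a mismatch in 6749 of the 18945 LSK peaks, or 35.6% (95% interval 34.9% to 36.3%). In windows of the same widths 10 kb to either side of the peaks, the motif was found in 1.29% and 1.35%, and over the random placements the median was 0.655%. With 1 mismatch allowed, 83.6% of the peaks held the motif, against 17.4% of the windows on either side. The motif lay close to the middle of the peak. This was measured in the 6588 peaks with exactly 1 motif, which leaves out the 161 peaks with 2 or more. The median distance between motif and peak midpoint was 28 bp, and 93.2% of these motifs were within 100 bp. A position drawn uniformly within the peaks would give a median of 182.75 bp. Of the 22944 sites of the core motif on Chromosomes 1 to 19 and X, 30.3% lay in a peak. The share of peaks with the motif rests on the mismatches allowed.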

*ChIP-seq data processing*

The sequencing reads from both the new ChIP-seq experiments and many previously published ChIP-seq were processed through the VISION pipeline, mapping the reads to mouse genome assembly mm10. The VISION pipeline contains essential elements of the ENCODE mapping pipeline, but it was adjusted to allow for multiply mapping reads, which enables interrogation of duplicated genes and repetitive elements. Specifically, the VISION ChIP-seq pipeline consisted of Bowtie 0.12.8 (Langmead et al. 2009) for mapping, then filtering to remove both reads mapping to ChrM or unplaced chromosomes as well as unmapped reads. 

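LSK CTCF peaks made up mostly of repeat sequence, called peaks in repeats here, were fewer than placement at random would give. More than 50% of the bases were soft-masked as repeats in 1173 peaks, or 6.19% (95% interval 5.86% to 6.54%). Over the random placements this share ran from 22.0% to 23.4%. At a limit of 80% of the bases, the share was 0.676% in the peaks and 11.3% at the median of the placements. The mean share of masked bases was 19.1% in the peaks and 33.0% to 34.1% over the placements. The counts can miss a site in a short repeat, as more than 50% of the peak must be masked. The placements took no account of mappability. Whether CTCF sites themselves avoid repeats was therefore not tested. Peaks in repeats carried the core CTCF motif in 16.0% of cases (95% interval 14.0% to 18.2%), and the remaining peaks in 36.9% (36.2% to 37.6%). Which reads mapped to several places is not given in the list, so the peaks that rest on such reads were not separated.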

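Among the autosomes, LSK CTCF peaks were densest on Chromosome 11, with 12.0 peaks per Mb, and sparsest on Chromosome 3, with 5.72 per Mb. Chromosome 11 also had the most sites of the core CTCF motif per Mb (12.1), and Chromosome 3 the fewest among the autosomes (6.22). Chromosome X stood apart with 248 peaks, or 1.45 per Mb, at 5.08 motif sites per Mb. Its peaks had a median fold enrichment of 7.50, against 10.12 over the autosomes. The share of peaks with the core motif was 33.1% on Chromosome X (95% interval 27.5% to 39.1%). None of the peaks lay outside Chromosomes 1 to 19 and X.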

The alignment was converted to bam format using Samtools 0.1.8 (Li et al. 2009). MACS 1.3.7.1 (Zhang et al. 2008) was used to generate the wiggle tracks and call peaks. 

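The strongest LSK CTCF peaks carried the CTCF motif more often than the weakest. Peaks were ranked by fold enrichment and divided into 10 groups of equal size. The share with the core motif was 23.8% in the lowest group (95% interval 21.9% to 25.7%) and 45.0% in the ninth group (42.8% to 47.3%). In the highest group, with fold enrichments from 16.64 to 42.42, it was 40.4% (38.2% to 42.6%). Ranked by −log10 p-value, the ninth and the highest group had 45.1% (42.9% to 47.4%) and 44.3% (42.1% to 46.6%) over whole peaks, and 40.7% (38.5% to 42.9%) and 35.6% (33.5% to 37.8%) in the central 200 bp. With 1 mismatch allowed the share went from 75.7% in the lowest group to 88.6% in the ninth and 85.8% in the highest. The peak with the highest fold enrichment of all, 42.42, lies on Chromosome 2 from 75605482 to 75606362 in intergenic sequence, 27020 bp from the TSS of Gm13655, and holds a motif only with 1 mismatch. A peak in an intron of Sec22c, which encodes a protein of vesicle transport, on Chromosome 9 from 121697292 to 121698340, had a fold enrichment of 33.61 and 7 copies of the core motif. Over all peaks the median fold enrichment was 10.12 and the median −log10 p-value was 12.617, with a lowest −log10 p-value of 5.001. The settings used for MACS are not given in the sources used here.

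**Figure D2:**
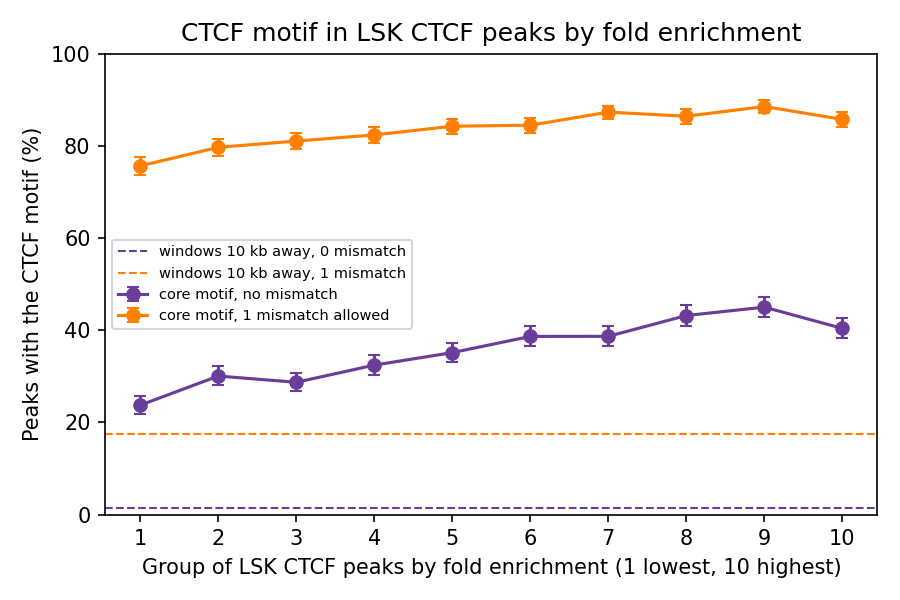
Share of LSK CTCF peaks with the CTCF core motif (y axis, percent) in 10 groups of peaks by fold enrichment (x axis, lowest to highest), with no mismatch and with 1 mismatch allowed. Bars are 95% Wilson intervals and dashed lines are the mean of the windows 10 kb to either side. The share with no mismatch is 23.8% in the lowest group and 40.4% in the highest.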

The wigToBigWig program from the UCSC Genome Browser (Haeussler et al. 2019) was used to convert the wiggle file to a bigWig.

*ATAC-seq from VISION project*

ATAC-seq (Buenrostro et al. 2013) from LSK, CMP, MEP, GMP, CFUE, ERY, CFU-MK, iMK, NEU, and MON populations were generated as described previously (Heuston et al. 2018). The sequence reads were processed using a pipeline consisting of trimming the reads to 30 base pairs and then mapping using bowtie 0.12.8. The alignment was filtered to remove both reads mapping to ChrM or unplaced chromosomes as well as unmapped reads. The filtered alignment was converted to bam format using Samtools 0.1.8. Bedtools 2.16.2 (Quinlan and Hall 2010) was used to convert the alignments to bed format, which were then used as input for F-Seq 1.85 (Boyle et al. 2008) to generate the wiggles. Local peaks of high frequency cleavage were determined using HOMER 1.0 (Heinz et al. 2010), as described previously (Ramirez et al. 2017).

*RNA-seq from VISION project*

RNA-seq datasets from LSK, CMP, MEP, GMP, CFUE, ERY, CFU-MK, iMK, NEU, and MON populations were generated as described (Heuston et al. 2018). The sequence reads were processed using the ENCODE3 long RNA-seq pipeline (<https://www.encodeproject.org/pipelines/ENCPL002LPE/>). In brief, reads were mapped to the mouse genome (mm10 assembly) using STAR 2.5.1b_modified (Dobin et al. 2013), followed by RSEM-1.2.28 (Li and Dewey 2011) for gene quantifications. UCSC’s bedGraphToBigWig was used to convert the bedgraph files to bigwigs for display in the browser.

*Replication and quality evaluation*

Experiments arising from laboratories in the VISION consortium and ENCODE were conducted on biological replicates (e.g. either cells isolated from different groups of mice on different days, or from the same group of mice, but collected in different aliquots from the sorter and processed separately). Experiments from Lara-Astiaso *et al.* (2014) were determined once. Information on replication structure, sequencing depth, and quality metrics are provided for each dataset in Supplemental Table 1, and the overall results are summarized in this section.

The read coverage for all experiments exceeded the recommended level (Landt et al. 2012), providing over 4.2 billion mapped reads (1,952,990,660 for RNA-seq, 1,897,113,048 for ATAC-seq, and 353,030,332 for ChIP-seq) supporting the results of the experiments. The data were high quality, as evaluated by metrics currently recommended by the ENCODE Project Consortium. 

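The FRiP score is the fraction of a library's mapped reads that fall in its peaks. For the CTCF library of LSK cells, Supplemental Table S4 gives a FRiP score of 0.038, which is the paper's value. Of the 16 CTCF libraries with a score in that table, 1 has a lower one, and the scores run from 0.03 to 0.7. Whether that score was computed on the peak list analyzed here is not stated in the paper's text. If it was, 3.8% of the reads lay in the 0.512% of the chromosomes that the peaks cover, or 7.42 times the share that reads spread evenly would give.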

All ATAC-seq datasets had a FRiP score of 0.27 (27%) or greater, and all ChIP-seq datasets had a FRiP score of 0.03 (3%) or greater, consistent with the currently accepted ENCODE standards for ATAC-seq, as described at <https://www.encodeproject.org/data-standards/>. All DNase-seq datasets had a FRiP score of 0.21 (21%) or greater.

The replicates within RNA-seq experiments were highly correlated, with Spearman correlation coefficients equal to or greater than 0.93 for almost all experiments. The exceptions were RNA-seq for CFUE and ERY, for which the replicate correlation was 0.89. This slightly lower correlation values may result from the fact that RNA isolated from these cell types exhibited consistently lower RIN scores, which may reflect the presence of older, degraded transcripts due to the nuclear condensation process during erythroid maturation.

**3. Normalization of ChIP-seq and nuclease sensitivity data**

The datasets for ChIP-seq, ATAC-seq, and DNase-seq came from heterogeneous sources with considerable differences in sequencing depth and signal-to-noise ratio. We developed a new method, called S3norm, to simultaneously adjust for both sequencing depth and signal-to-noise ratio (Xiang et al. 2020). In brief, the S3norm method converts raw signal (number of mapped reads per genomic interval) to p-values, selects reference datasets to use as standards, and normalizes via a nonlinear transform to adjust background and foreground simultaneously. This latter adjustment was effectively accomplished by rotation of a regression line through a scatter plot of signal strengths for each window in the dataset being normalized and the proxy reference, such that the mean signals for common peaks were the same between normalized and reference datasets, and the mean signals for common backgrounds were also the same for the two datasets (Xiang et al. 2020). In practice, this genome-wide normalization using S3norm adjusted peaks heights to be comparable across datasets without inflating the backgrounds (Supplemental Fig. S3). To maintain a balance between replicated data for some cell types and non-replicated data for others, replicate data were merged after conversion to p-values so that only one dataset was used for each feature in each cell type. The S3norm pipeline is available from GitHub at the link [https://github.com/guanjue/S3norm](https://nam01.safelinks.protection.outlook.com/?url=https%253A%252F%252Fgithub.com%252Fguanjue%252FS3norm&data=02%257C01%257Crch8%2540psu.edu%257C2313c7a90cd94e94f94308d71cea6eaa%257C7cf48d453ddb4389a9c1c115526eb52e%257C0%257C0%257C637009665513342292&sdata=lKN6NMt%252FA%252BuXheCIRnVQK8Vns1FDvMTXufxteUC3%252BFE%253D&reserved=0) .

**Supplemental Figure S3.** Comparison of raw and normalized ATAC-seq/DNase-seq signal. **A.** Raw read counts for ATAC-seq/DNase-seq for representative replicates for CMP, G1E, ERY, GMP, T_CD8 at the *H3f3a* histone gene locus. **B.** Pooled, replicate ATAC-seq/DNase-seq signal for the same cell types as in (A), displayed as –log10 p-values after normalization by S3norm**. C.** Normalization across features placed all ChIP-seq datasets onto a comparable scale. As illustrated for data from fetal liver erythroblasts at the *Gfi1b* locus (70kb from Chr2:28,565,001-28,635,000 in GRCm38/mm10), the raw counts of 5’ ends of reads per 200bp interval (top tracks) cover quite different scales that vary considerably among features. The maximum value is indicated at the right end of each signal track. Tracks are colored distinctively by feature (labeled at the left), and replicates are shown. After merging replicates by Fisher’s method and normalization by S3norm (Xiang et al. 2020), the signals (lower tracks of features) are displayed on the same scale, with a maximum of 16 for the negative log(10) of the p-value for deviation from a negative binomial distribution. These normalized tracks are used as input for segmentation by IDEASs, the result of which is shown for ERY_fl on the bottom track).

**4. Comprehensive comparison of epigenetic datasets**

An overview of the similarities across all the datasets showed that most clustered by epigenetic features across cell types (Supplemental Fig. S4). Results across cell types for nuclease accessibility, CTCF, the H3K9me3 heterochromatin mark, H3K27me3 Polycomb repressive mark, or the H3K36me3 transcriptional elongation mark were highly correlated. In contrast, the signature marks for promoters and enhancers, H3K4me3 and H3K4me1, respectively, formed groups interspersed with the H3K27ac modification, which is characteristic of active enhancers and promoters. These intermingled groups (e.g. H3K4me1 and H3K27ac) tended to form within related cell types, such as maturing erythroid cells or lymphoid cells, as expected for the cell type-specificity of enhancer-associated marks (Heintzman et al. 2009; Yue et al. 2014). The similarity of patterns for a particular feature across cell types suggests that examination of a single epigenetic mark may have limited power to find patterns distinctive to a cell type, whereas combinations of features appear to be more effective.

Despite our quality checks on the initially compiled experiments, four datasets were problematic. They failed to cluster with other datasets for that feature (H3K27ac for CD4 and CD8 T cells) or formed an unexpected group such as H3K27me3 with H3K36me3 for LSK (enclosed in a gray box in Supplemental Fig. S4), even after normalization. Inclusion of these datasets in the integrative modeling (described below) generated chromatin states that were highly enriched only in those cell types, unlike the other states, suggesting that they contained artifactual signals. Thus, these four datasets were excluded from the integrative and discriminative modeling.

The code and scripts used to construct heatmaps and perform other analyses are in the following GitHub repository: https://github.com/rosshardison/VISION_mouseHem_code

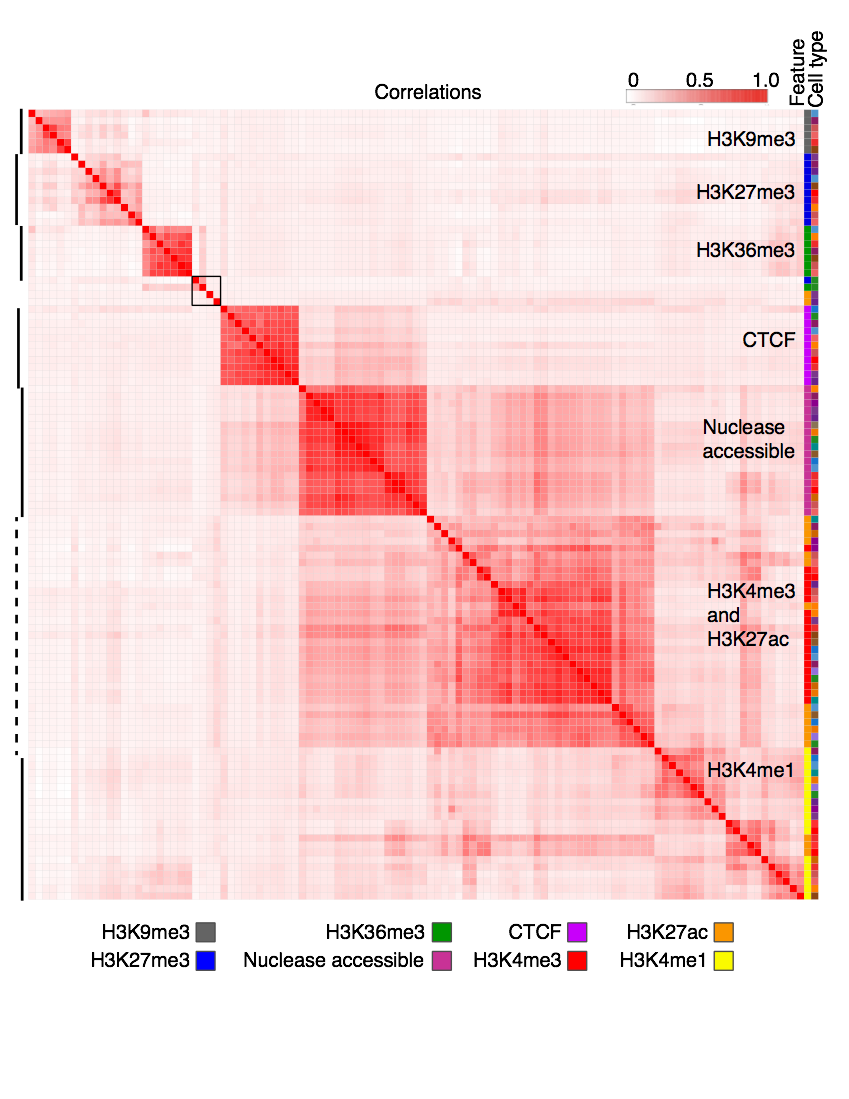

**Supplemental Figure S4.** Correlations of signal intensities across all features (S3norm normalized) and cell types. The genome-wide Pearson correlation coefficients *r* were computed for the signals in 200bp bins for each cell type-feature pair and displayed as a heatmap after hierarchical clustering (using 1-*r* as the distance measure). The features are indicated by a characteristic color (first column on right), and the cell types are indicated in the second column to the right using the same colors as in Supplemental Fig. S1**.** Four datasets failed to cluster with other datasets for that feature (gray box).

**5. Effectiveness of normalizations**

The correlation structure revealed after different types of normalization supports the effectiveness of the normalizations (Supplemental Fig. S5). The correlation matrix for the initial signal (number of mapped reads per window) showed the clustering by the feature that was emphasized with the normalized data, but it also presented a heterodisperse pattern of off-diagonal correlations and substructure between different features. The off-diagonal correlations were reduced when normalized by sequencing depth, but some clustering within cell types with similar signal-to-noise ratio was observed. Utilization of S3norm to normalize for variation in both sequencing depth and signal-to-noise ratio removed much of the off-diagonal higher correlations, which indicates that with normalization by S3norm effectively removes much of the systematic biases in the data.

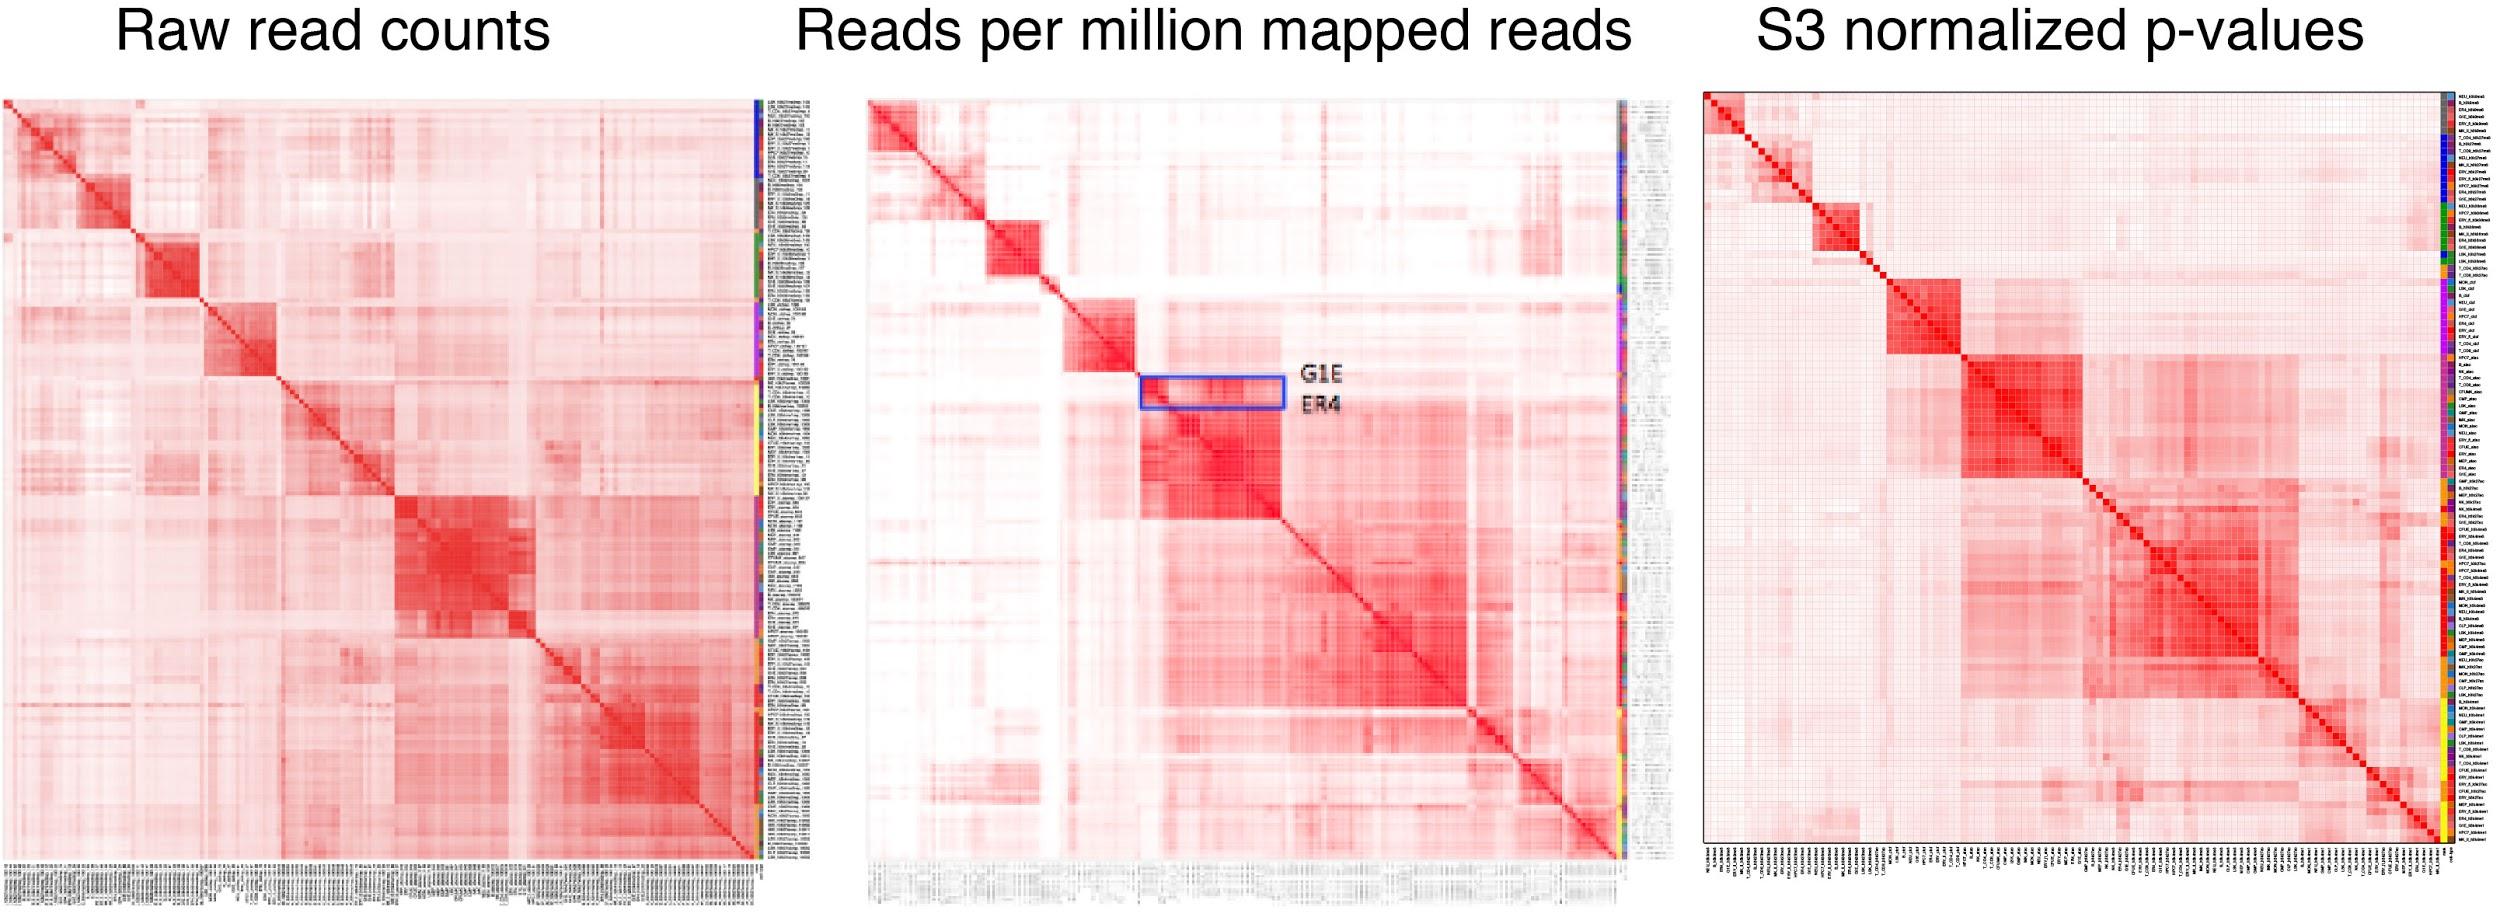

**Supplemental Figure S5.** Correlations across all features and cell types using raw data, data adjusted for sequencing depth, and data after normalization by S3norm.

**6. Major steps in the integrative and discriminative modeling of epigenetic states using IDEAS**

We employed IDEAS to analyze the normalized signals for nuclease accessibility, CTCF occupancy, and histone modifications (Supplemental Fig. S6). One key step in the IDEAS modeling is to group cell types *locally* based on the epigenomic profiles, finding regions that are similar across subgroups of cell types or that are similar across all cell types (Supplemental Fig. S6A-C). Importantly, cell types that were more similar in one locus can differ in another locus. IDEAS then learned the epigenetic states, which were defined by the signal strength, not just the presence or absence of each feature (Supplemental Fig. S6D), while retaining position-specific information (Supplemental Fig. S6E). Leveraging the information about local cell type groups and the position-specific distributions of states, genomic intervals in each cell type were assigned to an epigenetic state in an iterative process (Supplemental Fig. S6F-I).

The coloring of each state was determined automatically, generating an informative representation for each state by mixing colors from a palette of distinctive colors for each feature. The colors provide a visual representation of the contribution of each epigenetic feature to the state. The output of the IDEAS segmentation effectively paints the epigenome of each cell type in a distinctive pattern, providing a compact and concise display of function-associated states along the chromosomes of each cell type. Importantly, the segmentation provides a simplified, integrated representation of over 100 tracks of epigenomic data, enabling investigators examine the entire dataset in a concise form.

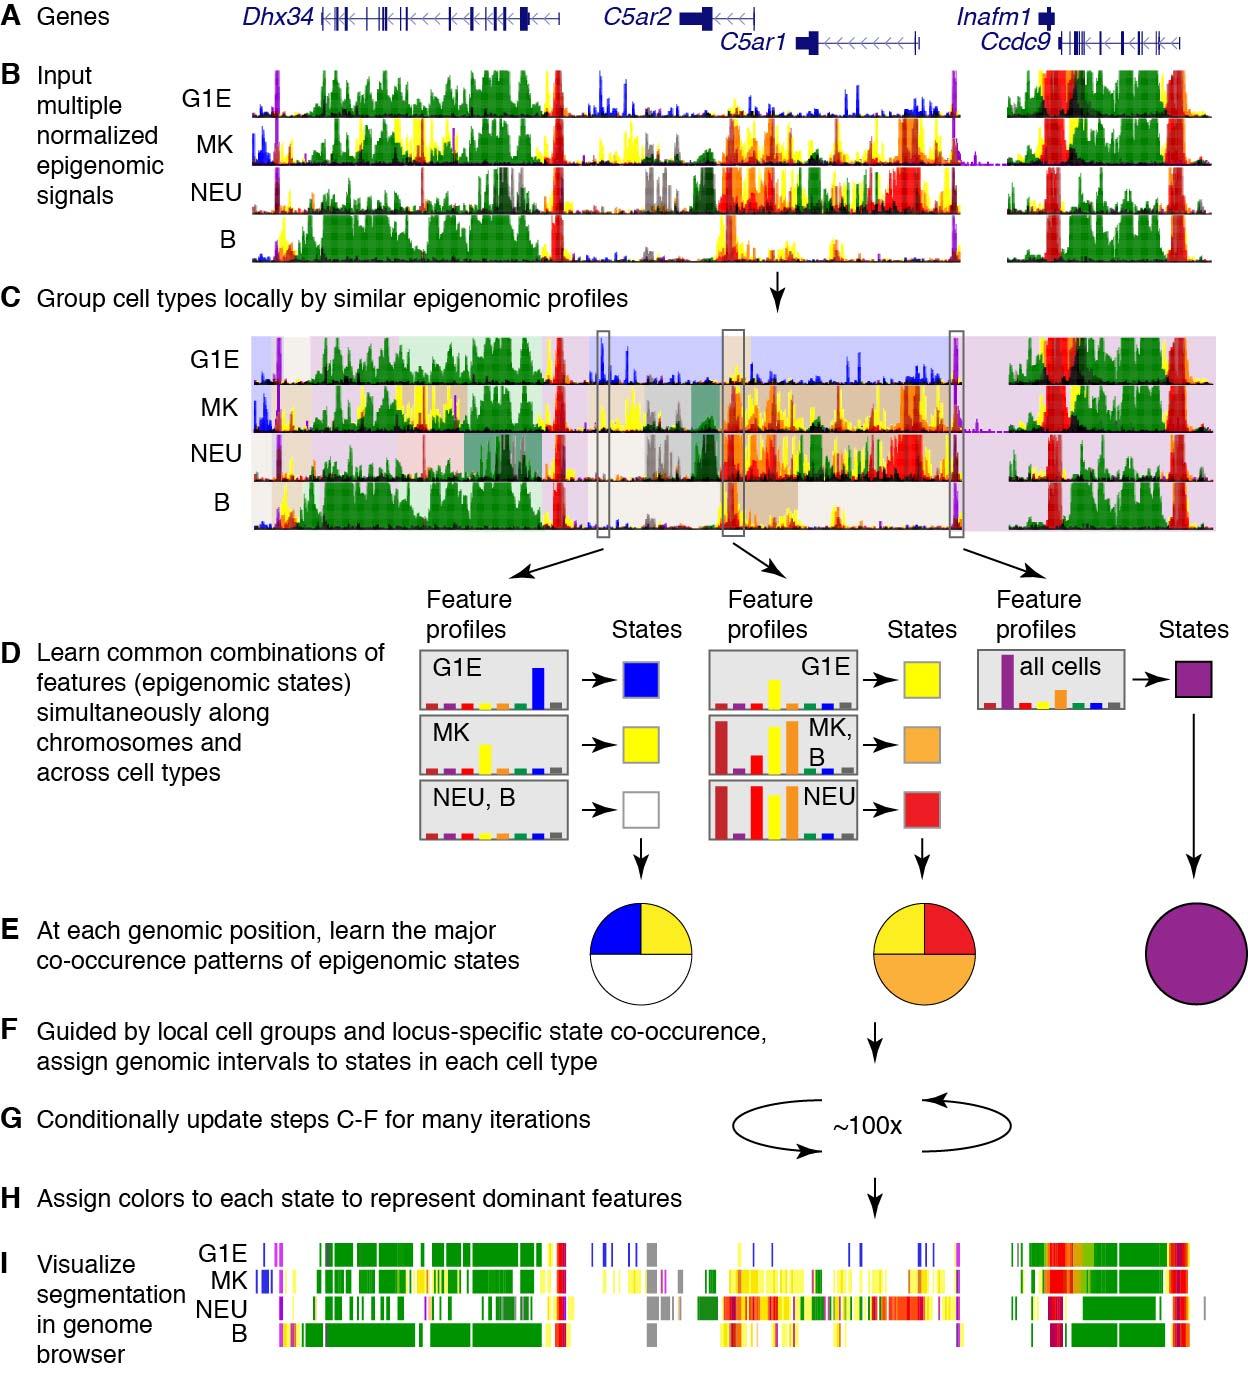

**Supplemental Figure S6.** Major steps in integrative and discriminative modeling of epigenomic signals using IDEAS. **A.** Gene models in a 100kb region centered on two complement receptor genes (position Chr7:16,190,001-16,290,000 in GRCm38/mm10). **B.** In four cell types (G1E, MK, NEU, and B cells), the normalized signal for each of the eight epigenomic features was given a distinctive color (burgundy for ATAC-seq, purple for CTCF, red for H3K4me3, yellow for H3K4me1, orange for H3K27ac, green for H3K36me3, blue for H3K27me3, and gray for H3K9me3), and the eight tracks were overlaid for each cell type using the Track Collections tool of the UCSC Genome Browser (Haeussler et al. 2019). **C.** The grouping of cell types locally, based on their epigenetic profiles, is illustrated by distinctive background colors, mauve background for chromosomal segments that have similar profiles across all cell types and different colors in backgrounds for segments with differing profiles. **D.** The epigenetic feature profiles that occur most commonly are illustrated for three genomic positions as bar graphs representing the intensity of signal for each of the eight features (each with the distinctive color listed in **B**). Those combinations of quantitative signals define an epigenetic state, illustrated as a colored square. The epigenetic state at a given position can be constant or different across cell types. **E.** The frequencies of occurrence of the states at the three genomic positions are illustrated as pie diagrams; the colors in the pie diagrams represent particular states. Panels **F**, **G**, and **H** indicate steps for assigning genomic intervals to epigenetic states in each cell type and giving them informative colors. **I.** The resulting segmentation for the four cell types at this locus is shown as a track in dense mode for a genome browser.

*Methods for IDEAS segmentation*

IDEAS utilizes a Bayesian nonparametric hierarchical latent-class mixed-effect model to achieve segmentations simultaneously along chromosomes and across cell types (Zhang et al. 2016; Zhang and Hardison 2017). The computational approach has a linear time solution with respect to the number of cell types, which allows it to scale to hundreds of cell types simultaneously. For the segmentation runs described in this paper, signals in terms of numbers of mapped reads per 200 bp bin for 8 epigenetic features (histone modification and CTCF ChIP-seq, ATAC-seq or DNase-seq) were compiled from 20 cell types to produce a set of 150 tracks of data, including replicates. The replicates of the same epigenetic feature were merged (via Fishers’ method that emphasizes the replicate with the better signal-to-noise level), and signals were normalized using the S3norm procedure (Xiang et al. 2020) to generate 104 datasets. The normalized datasets were used as input for IDEAS to generate chromatin segmentation. The current version of the IDEAS method includes a preliminary, simple assessment of the most common combinations of epigenetic features to initialize the model building. We first binarized the signals of each feature by peak calling at FDR 0.05 using a negative-Binomial distribution as the null, where the parameters of the negative-Binomial distribution was estimated from the bottom 99% of the signals for the feature. From the combinations of 0s and 1s of multiple features at each position, we identified the distinct combinations that correspond to a preliminary set of epigenetic states. For *k* features, there are 2^*k* distinct combinations of 0s and 1s. We removed the rare combinations with <0.1% occurrence, and we used the remaining set of preliminary epigenetic states as the initial states for IDEAS. The removed rare states were replaced by a random sample of the common states. We also applied a relatively high threshold for inclusion of signals into the IDEAS modeling to produce a simpler, more interpretable model. Lowering the threshold generated many more states that were small variations on the states described here. Using the higher threshold did reduce the coverage of the genome by non-quiescent state assignments (from 19% to 14% on average). While higher coverage could be desired for some applications, for the current study we felt that the decreased coverage was off-set by the improved ability to interpret the model. The current software is available from GitHub, at the link <https://github.com/guanjue/IDEAS_2018>.

When dealing with datasets that range in quality, the IDEAS segmentation will sometimes “discover” states containing almost all features, including ones associated with opposite functions. Unlike the situation for most states, the DNA intervals assigned to such states also have high variation in the signal for each feature, indicating that the state may be further split to substates. We refer those states as ‘heterogeneous states’. When such heterogeneous states were returned, we revised our IDEAS pipeline as follows. (1) We identified the most common patterns of epigenetic peaks as introduced above from the cell types with all marks available, and we calculated the mean signal in each pattern as the initial parameters to train the IDEAS model. (2) After the first round of IDEAS run, we identified and removed the potential heterogeneous state and used the remaining states as priors to retrain IDEAS for a second round. The final segmentation is given by the second round of IDEAS run.

**7. Detailed description of epigenetic states learned by IDEAS on data from 20 hematopoietic cell types from mouse**

The 27 epigenetic states resulting from the IDEAS segmentation included many expected ones, as well as others that have been less frequently studied. In this section of the Supplement, we provide more analysis of the states. The IDEAS model summary (Fig. 2A, main text, repeated for clarity as Supplemental Fig. S7 in this section) shows the prevalence of each of the eight epigenetic features as a heatmap, organized by similarity among the states. Each of the major categories of states (promoter, enhancer, transcribed, etc.) actually presented multiple states, which in turn differed in the combinations of features in ways indicative of different (but often related) functions. As summarized briefly in the main text, six states showed a promoter-like signature, with high frequency of H3K4me3 (states 18, 21, 10, 15, 24, and 11); these are displayed in different shades of red, and P is the initial character in the explicit label. These six states distinguished promoter-like signatures by the presence or absence of other features with functional implications. For instance, four promoter-like states were also nuclease accessible (states 21, 10, 15, and 24), four also had the H3K27ac mark associated with active promoters (states 18, 21, 10, and 24), one (state 24) also had CTCF, and three had the H3K4me1 modification that flanks active promoters as well as marks enhancers (states 21, 24, and 19).

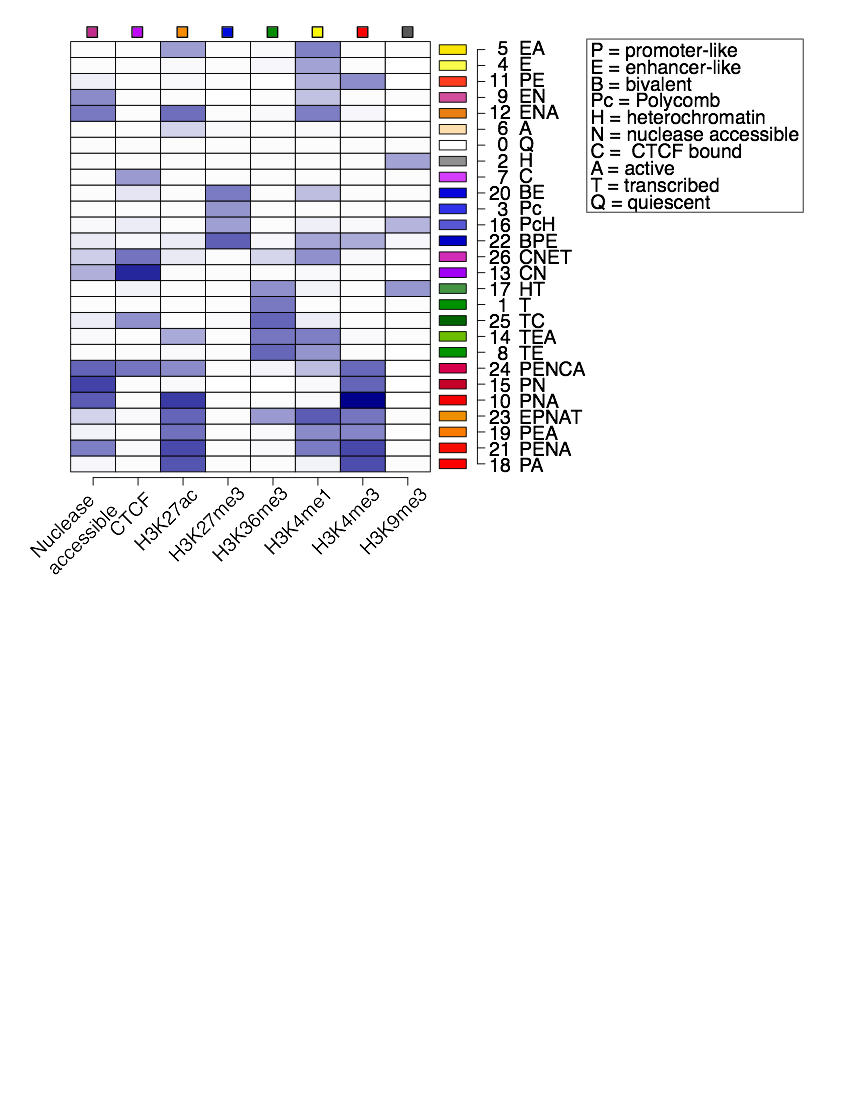

**Supplemental Figure S7**. Segmentation of the epigenomes of hematopoietic cells after integrative modeling with IDEAS. This heatmap shows the emission frequencies of each of the 27 states, with state number and function-associated labels. Each letter in the label indicates a function associated with the combination of features in each state, defined in the *box*. The indicator for transcribed is H3K36me3, active is H3K27ac, enhancer-like is H3K4me1>H3K4me3, promoter-like is H3K4me3>H3K4me1, heterochromatin is H3K9me3, and polycomb is H3K27me3.

This theme of multiple, related states capturing distinct sub-categories of major elements extended to all the major categories. In each case, the sub-category distinctions were determined by combinations of features or amount of signal for the features that suggest functional differences. Two states (19 and 23) had equivalent frequencies of the tri- and monomethylated H3K4; these were categorized as a mix of promoter-like and enhancer-like signatures, and they are colored orange. States 22 and 20 had a high frequency of the Polycomb repressive mark H3K27me3 along with methylated H3K4, and they were categorized as bivalent states (Bernstein et al. 2006). Similarly, multiple states related to CTCF occupancy (shades of purple), enhancer-like signatures (shades of yellow and orange), transcriptional elongation (shades of green), polycomb repression (shades of blue), and H3K9me3-associated heterochromatin (shades of gray) were learned in the IDEAS modeling. Several states did not fall exclusively into one of these common categories. While H3K9me3 has been associated frequently with heterochromatin, state 17 had the H3K9me3 modification together with the transcription elongation mark H3K36me3. This state is unlikely to be in repressed heterochromatin, but it is reminiscent of a previously reported association of H3K9 methylation with transcriptional elongation (Vakoc et al. 2005), a combination that was also described for KRAB-zinc finger genes (Hahn et al. 2011) and found more generally by Segway (Hoffman et al. 2012). Other states identified by IDEAS have not been previously considered in detail. One state had the expected co-occurrence of CTCF and nuclease accessibility (state 13), but an even more common state had CTCF without nuclease accessibility (state 7). While states predominated by H3K27me3 alone (state 3) or H3K9me3 alone (state 2) were common, state 16 had both repressive marks. Thus, the IDEAS segmentation learned and assigned a diverse set of states that not only included previously described epigenetic signatures but also identified some new states.

A large majority of the genome in each cell type was assigned to the quiescent, low signal state. A low-signal state covering most of the genome was observed in previous studies (Wu *et al.* 2011; Ernst and Kellis 2012; Hoffman *et al.* 2013; Yue *et al.* 2014; Roadmap Epigenomics *et al.* 2015; Zhang and Hardison 2017), but the interpretation has ranged from this representing artifacts due to high repeats and low mappability (Ernst and Kellis 2012) to a true under-representation of dynamic histone modifications, CTCF, and open chromatin in most of the genome. We favor the latter interpretation, and suggest that much of the quiescent chromatin is repressed, but in a state not subject to histone modifications that are revealed by conventional ChIP-seq. Nevertheless, the fraction of the genome in a quiescent state may be overestimated if current assays are not fully recording some modifications in chromatin (Becker et al. 2017). For example, the H3K9me3 modification in highly compacted heterochromatin may be less accessible to the antibodies during chromatin immunoprecipitation, or heterochromatin may not be sheared adequately to solubilize the compacted chromatin to produce DNA fragments that are sequenced efficiently. Even if current methods preclude the identification of some modified chromatin because of such issues, it is still the case that the DNA in the quiescent is distinctly different from that in other states.

**8. Methods for calling cCREs**

Mapped reads in the DNase-seq and ATAC-seq datasets were filtered to remove mitochondrial reads (i.e. those that map to ChrM), and then peaks were called by HOMER (Heinz et al. 2010). Peaks that overlapped blacklist regions were removed. For datasets that had replicates, only peaks called in both replicates were retained. The remaining peaks from all cell types were combined, and peaks overlapping by at least one nucleotide were merged. This merger caused only a modest increase the size of the peak intervals; the median sizes were 150 bp before and 263 bp after merging. The ATAC-seq or DNase-seq signal in the DNA interval corresponding to each nuclease sensitive peak in this comprehensive set was determined by aggregating the reads mapping to that interval in each cell type. Of the 215,120 merged nuclease sensitive peaks, 205,019 were not in a quiescent state (state 0) from the IDEAS segmentation. Specifically, if more than 50% of a peak interval was in the quiescent state, it was not included as a candidate regulatory element. These non-quiescent, reproducible (if replicates were available), merged ATAC-seq peaks constitute the set of **c**andidate **C**is-**R**egulatory **E**lements (cCREs).

Other cCRE datasets were obtained from the Blood Enhancer Catalog (Lara-Astiaso et al. 2014), and the SCREEN website for ENCODE cCREs (The_ENCODE_Project_Consortium et al. 2020). The SCREEN cCREs were downloaded in July of 2018, obtaining one set for all mouse cCREs and another set restricted to those with DNase-seq data for "C57BL/6 liver male embryo (14.5 days)", which are referred to as the SCREEN fetal liver cCREs.

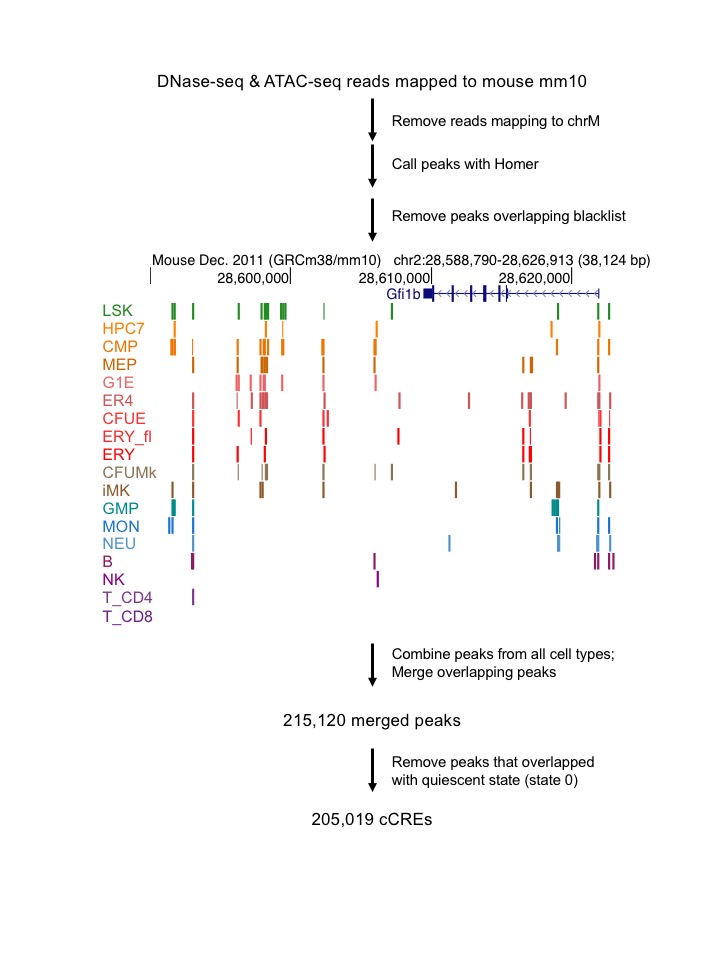

**Supplemental Figure S8**. Workflow for calling cCREs. ATAC-seq peaks (LSK, CMP, MEP, G1E, ER4, CFUE, ERY_fl, ERY, CFUMk, iMk, GMP, MON, NEU, B, NK, T_CD4, T_CD8) and DNase-seq peaks (HPC7, ERY_fl) are shown at the *Gfi1b* locus, colored by cell type. Only one replicate per cell type is shown.

**9. EP300 peaks that do or do not coincide with VISION cCREs**

While the overlap of the cCRE datasets with the collection of EP300 peaks supported the quality of those datasets, no set of cCREs captured all the EP300 peaks. This lack of full overlap raises the question of whether the EP300 peaks over-estimated the cCREs or the cCRE sets were missing regulatory elements. We examined the EP300 peaks that did or did not overlap with VISION cCREs for features that could distinguish the two groups and thus may shed some light on this issue. The signal strength of the EP300 peaks had a similar distribution for both the set that overlaps with VISION cCREs and the set that does not overlap. However, the set that overlaps VISION cCREs had a significant trend toward higher signals than did the peaks that do not overlap (Supplemental Fig. S9A). Thus, we concluded that the VISION cCREs tended to capture the stronger EP300 peaks.

Both sets of EP300 peaks were enriched for expected functional terms in various ontologies, but the set that overlapped with VISION cCREs was enriched in more terms with a greater level of significance (Supplemental Fig. S9B**)**. A subset of 10,000 EP300 peaks was randomly chosen from each set (overlapping VISION cCREs or not), and analyzed for functional term enrichment using the GREAT tool (McLean et al. 2010) Focusing on Mouse Phenotype (MGI) and MSigDB Pathways, lists of functional terms with hundreds to over a thousand terms relevant to hematopoiesis were enriched in both sets of EP300 peaks. However, the EP300 peaks that overlapped with VISION cCREs returned more terms with lower FDR Q-values when compared to the EP300 peaks not overlapping VISION. Using Mouse Phenotype as an example, peaks common to EP300 and VISION returned 1138 terms, many with extremely low Q-values, whereas the peaks only in EP300 returned 361 terms with higher, but still significant, Q-values. These distributions were significantly different (p-value<0.001 for both Student’s *t*-test and Wilcoxon test). These indicators of higher significance suggest that the EP300 peaks overlapping with VISION cCREs may be more intimately involved in hematopoietic regulation than those that do not overlap.

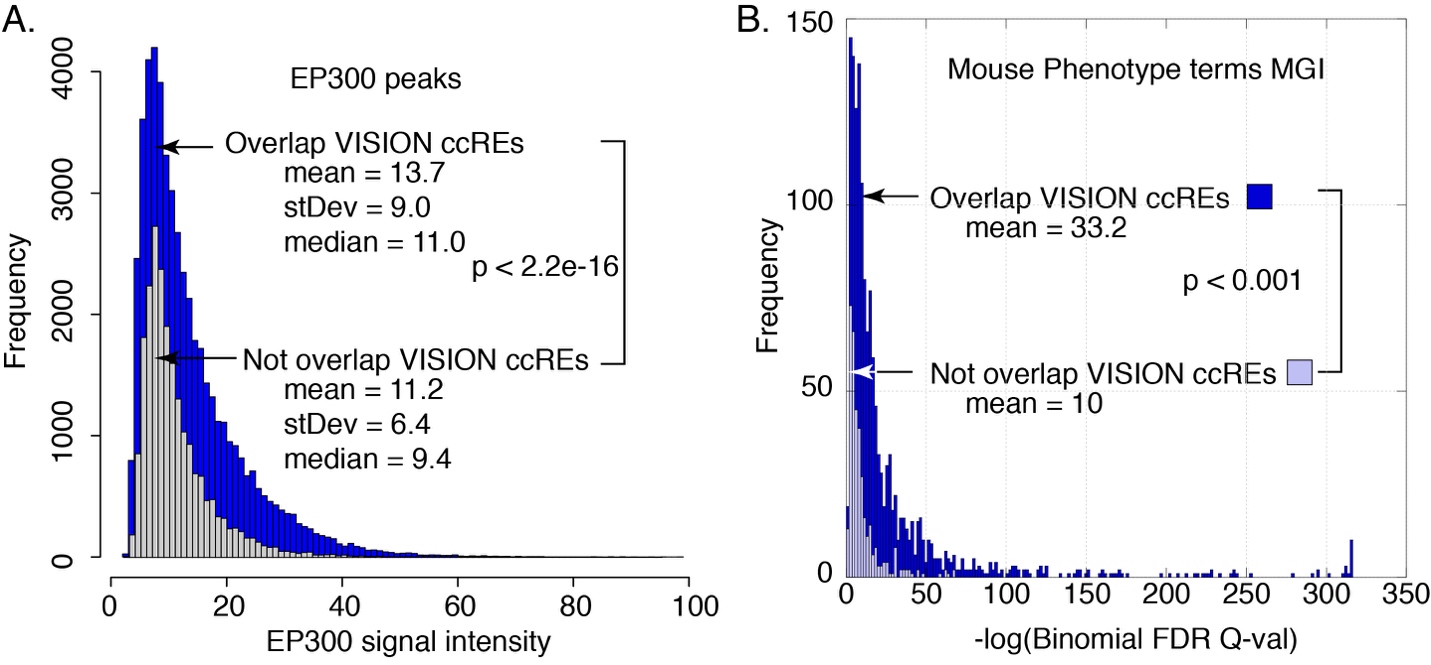
**Supplemental Figure S9.** Distributions of signal intensity (**A**) and enrichment Q-values for mouse phenotype terms (**B**) for EP300 peaks that did or did not overlap with VISION cCREs.

**10. Comparisons of cCREs and transcriptomes across cell types**

This section of the Supplemental Material presents the results of the principal component analysis (PCA) of ATAC-seq signal in cCREs and global expression levels across the hematopoietic cell populations. This section also includes the detailed Methods for these analyses.

Comparisons of the ATAC-seq signals in cCREs using the dimensional reduction approach of PCA confirmed the groupings found by hierarchical clustering, and they revealed additional insights. The first principal component (PC1) captured a substantial fraction (82%) of the variation, placing the cell types along an axis with many multilineage progenitor cells on one end and many mature cells on the other (Supplemental Fig. S10A). The values for PC1 in the nuclease accessibility analysis were strongly associated with the decrease in the number of nuclease sensitivity peaks during differentiation (Supplemental Fig. S10B, Pearson’s correlation *r*=0.92), indicating that the numbers of nuclease sensitive elements were a strong contributor to this principal component that explained a large proportion (82%) of the variation. This change in the numbers of active cCREs, with more cCREs active in the multilineage progenitor and megakaryocytic cells and fewer in other maturing lineages (Fig. 4B, main text) continued to be observed after normalizing for differences in sequencing depth, and it was robust to changes in thresholds for peak calling (data not shown). The nuclease sensitive peaks showed enrichment for histone modifications that support the accuracy of the peak calls (data not shown). The second principal component separated erythroid cells (to the left in Supplemental Fig. S10A) from other cells, and the third component tended to separate multilineage progenitor cells (toward the top) from more mature cells (toward the bottom). Thus, both the PCA and hierarchical clustering of nuclease sensitivity data in cCREs largely supported the groupings of megakaryocytic cells with progenitor cells along with separate clusters of erythroid and immune cells.

The PCA of the transcriptome data (Supplemental Fig. S10C) revealed three clusters that were consistent with the analysis of the regulatory landscape, grouping megakaryocytic cells with multilineage progenitors while keeping primary erythroid cells (CFUE and ERY) and innate immune cells (NEU and MON) in distinct groups. In contrast, MEP cells grouped with progenitor cells in the transcriptome profiles whereas they grouped with erythroid cells by nuclease sensitivity data. G1E and G1E-ER4 cell lines, which are models for GATA1-dependent erythroid differentiation, were separated from primary hematopoietic cells on PC1, and then placed between primary erythroid and myeloid cells on the PC2 and PC3 plane.

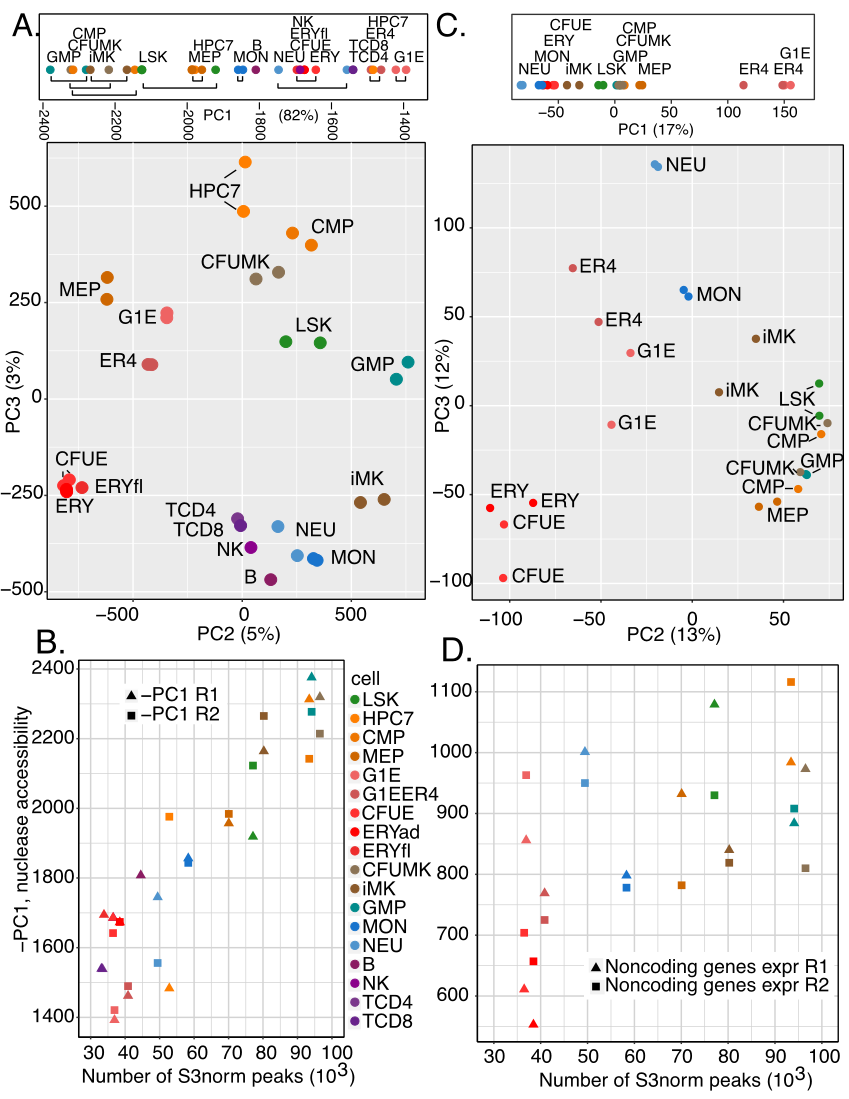

**Supplemental Figure S10.** Global comparisons of nuclease accessibility profiles and transcriptomes across mouse hematopoietic cell types: PCAs and further analysis. **A.** PCA to show groups of cell types, using ATAC-seq and DNase-seq profiles. **B.** Positive association between numbers of nuclease accessible peaks in each cell type and negative of PC1 values in PCA of nuclease accessibility. **C.** PCA to show groups of cell types, using RNA-seq. **D.** Positive association between numbers of nuclease accessible peaks in each cell type and numbers of expressed non-protein-coding genes (TPM>=1). Values for determinations in replicates are shown in panels **B** and **D**. The color code for cell types is displayed in panel **B**. R1 and R2 refer to replicates.

The numbers of noncoding genes expressed were also positively associated with the numbers of nuclease accessible peaks (Supplemental Fig. S10D, Pearson’s correlation *r*= 0.64 or 0.55 when values for G1E and G1E-ER4 cells were excluded and included, respectively, in a linear fit).

*Methods* *for* *Comparisons of epigenetic and transcriptional profiles across hematopoietic cell types*

The signal strengths of ATAC-seq and DNase-seq peaks among eighteen cell types were compared pairwise by computing the Spearman correlation coefficient (*r*) across the comprehensive set of ATAC-seq peaks for each pair of cell types, and using 1- *r* as the distance measure. Hierarchical clustering of the pairwise comparisons was performed using heatmap.2 in R.

Using the RNA-seq data on total RNA from twelve cell types (Heuston et al. 2018), we estimated transcript levels for each gene annotated by Gencode (M4) (Harrow et al. 2012), including both protein-coding and non-coding genes, using the program RSEM (Li and Dewey 2011). We compared the global transcriptomes across the cell types, again using 1 – *r* as the distance measure, and performed hierarchical clustering. The pairwise analyses reduced each comparison between cell types to a single value (r) summarizing the relationships among the ATAC-seq or RNA-seq signals. To capture the genome-wide information more completely, we also analyzed the ATAC-seq signal matrix and RNA-seq transcript levels across replicates and cell types by principal component analysis (PCA), using the tool prcomp in R.

**11. Expression of genes for hematopoietic regulators across differentiation**

The reduction in numbers of active cCREs and active genes could also lead to a reduction in the number of expressed genes encoding hematopoietic regulators. To test this hypothesis, we used the GO:1903706 category, called “regulation of hematopoiesis”, as the source of hematopoietic regulator genes, and ascertained whether they were expressed in each cell type, using three different thresholds for expression. To construct a broad set of hematopoietic regulators, we started with all the mouse genes in the GO:1903706 category, retaining 420 genes after removing redundant gene entries. Then we calculated the number of genes that have an expression level of least 1, 5, or 10 TPM in each cell type. The results showed a strong trend of decreasing numbers of expressed genes encoding hematopoietic regulators during erythroid regulation, especially at the more stringent thresholds for expression (Supplemental Fig. S11). However, no such decrease occurred in the MK, NEU, or MON lineages. A progressive decline in expressed hematopoietic regulator genes was observed for a series of mature lymphoid cells (NK > T CD8 > T CD4 > B), but the decrease was not as pronounced as the decrease in erythroid cells.

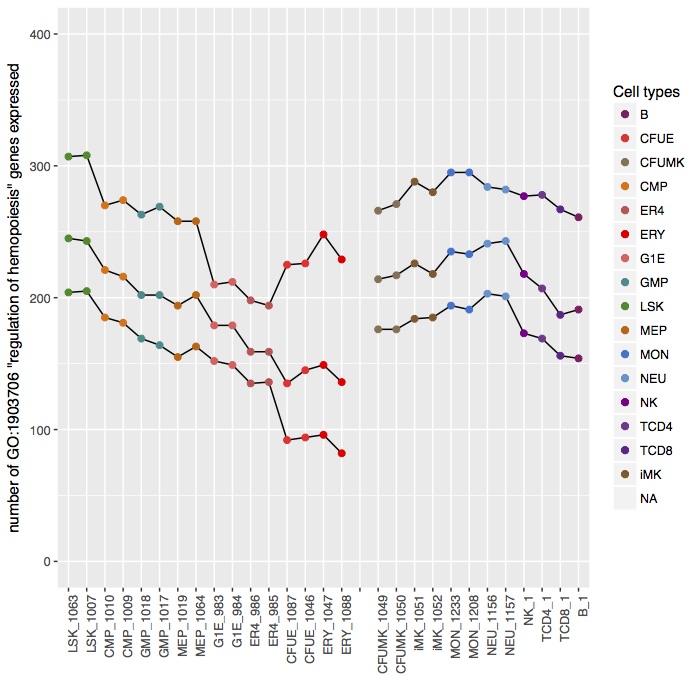

**Supplemental Figure S11**. Numbers of genes encoding hematopoietic regulators expressed in each cell type. The set of 420 mouse genes in the GO:1903706 “regulation of hematopoiesis” category was evaluated for expression using thresholds of at least 1, 5, or 10 TPM  (top, middle, and bottom lines, respectively) in each cell type. The cell types are arranged along an order of multilineage progenitor cells, differentiating G1E and erythroid cells, differentiating megakaryocytes (CFUMK and iMK), and mature cells of innate and adaptive immunity. A break in the line was introduced to emphasize the distinctive result for erythroid cells.

**12. Transitions in epigenetic states of cCREs between cell types**

While the numbers of active cCREs tended to decrease during commitment and maturation of lineages (except iMK), the reduction was particularly pronounced for cCREs in a poised enhancer mode (state 9 EN) or in a CTCF-bound nuclease accessible state (state 13 CN) (**Supplemental Fig. S12A and B**). We then determined the states into which these cCREs tended to transition by computing the enrichment for each state transition between all pairs of cell types, as illustrated for state transitions in cCREs for comparison between CMP and ERY (Supplemental Fig. S12C) and between CMP and iMK (Supplemental Fig. S12D). This examination of all state transitions in cCREs between pairs of cells revealed that the decrease in cCREs in state 9 (EN) occurred both through conversion of the cCRE to a different state and via a loss of accessibility and other epigenetic features (state 0). More specifically, cCREs in the poised enhancer state 9 (EN) in CMP tended to transition either to the active enhancer-like state 12, the polycomb-repressed state 3, or the low signal quiescent state 0 in erythroid cells (Supplemental Fig. S12C). In contrast, those CMP state 9 cCREs transitioned most frequently to state 12 (active enhancer) in iMK, with less enrichment for transitioning to the quiescent state 0 and almost no enrichment for transitioning to the repressed polycomb state (Supplemental Fig. S12D). Notably, cCREs in several different states in CMP were enriched for transitions to the polycomb state 3 in ERY (vertical blue box in Supplemental Fig. S12C). These results illustrate specific mechanisms for the recent report of more substantial changes in epigenomic landscape during differentiation of CMP to ERY than to iMK (Heuston et al. 2018).

For another major state in progenitor and megakaryocytic cells, much of the decrease in numbers of cCREs in state 13 (CTCF and nuclease accessible) occurred through a loss of accessibility while retaining occupancy by CTCF (state 7, Supplemental Fig. S12A and B). This transition from state 13 to state 7 was observed for cCREs overall during differentiation to both ERY and iMK (Supplemental Fig. S12C and D).

**
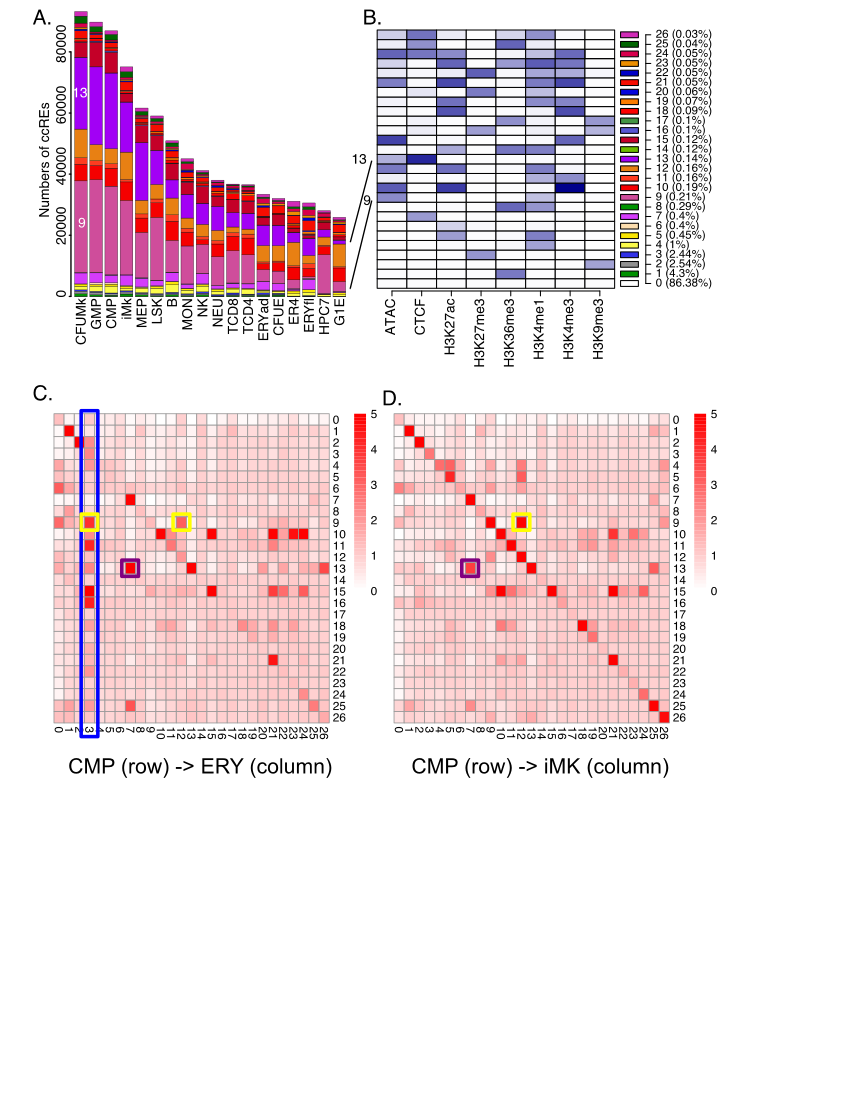
**

**Supplemental Figure S12.** Transitions in epigenetic states at cCREs across hematopoietic differentiation. **A.** The numbers of cCREs in each cell type are colored by their IDEAS epigenetic state, in numerical order from bottom to top of each bar. **B.** The composition of each state (heatmap in shades of blue) and the fraction of genome assigned are shown with the states in numerical order to facilitate comparison with panel **A**. States 9 and 13, which are prominent in multilineage progenitor cells, are emphasized. **C and D**. Transitions between IDEAS epigenetic states for cCREs in CMP after differentiation to ERY (C) or iMK (D). The numbers of cCREs in all state transition pairs were determined, and the enrichment was calculated as observed numbers over those expected given the numbers of cCREs in states across the whole genome in all cell types. The intensity of the red color in each cell reflects the level of enrichment. Boxes around cells emphasize transitions in states; yellow and purple for transitions from state 9 and state 13, respectively, in CMP, and blue for transitions to state 3 in ERY.

**13. Discriminative motif analysis for cCREs with different epigenetic state transitions**

In CMP cell populations, we observed that the cCREs with the same poised enhancer state (state 9 EN) can change to different states such as active enhancer state (state 12 ENA) and polycomb-repressed state (state 3 Pc) in ERY cells. To explore the potential transcription factors associated with these different state transitions, we used a machine learning method called SeqUnwinder to analyzed the difference of sequence features in these categories of cCREs (Kakumanu et al. 2017). Specifically, we first extracted the cCREs in a poised enhancer state in CMP cells. The cCREs that shift to an active enhancer state in ERY cell were placed into the first group, and the others that shift to a polycomb state in ERY cell were placed into the second group. We then applied SeqUnwinder to identify the motifs that can distinguish these two groups of cCREs, using arguments “--win 400 --mink 4 --mink 5 --r 50 --x 3 --a 400 --hillsthresh 0.1 --memesearchwin 16”. The results were shown in Supplemental Fig. S13. Eight DNA binding motifs which include the GATA motif, a motif similar to the binding preference of SPI1 (PU.1), and additional ETS transcription factor family motifs were identified as the discriminative motifs between the two groups of cCREs. The GATA motif has a higher discriminative score for the group of cCREs that transition from poised enhancer state in CMP to active enhancer state in ERY. The SPI1 motif and the motifs of additional ETS transcription factor family members had higher discriminative scores for the group of cCREs that transition from a poised enhancer state in CMP to a polycomb state in ERY. These results suggested the different binding pattern of these transcription factors could be associated with distinct activation fates of a poised enhancer during cell differentiation.

**Supplemental Figure S13.** Discriminative motif analysis of cCREs that transition from a poised enhancers state (state 9 EN) in CMP cell to an active enhancer state (state 12 ENA) or polycomb-repressed state (state 3 Pc) in ERY cell. The discriminative motifs from SeqUnwinder are shown on the right side of the figure. The heatmap on the left presents the discriminative scores of each motif.

**14. Associations between nuclease accessibility at CTCF-bound states and gene expression**

To better understand the CTCF-bound sites that lose nuclease sensitivity during differentiation, we looked for differences in expression of genes in the vicinity. We started with the cCREs with signals for both CTCF and nuclease accessibility (state 13) in LSK cells, and then compared the group that retained nuclease accessibility after differentiation to ERY (LSK 13 > ERY 13) with the group that lost nuclease accessibility (state 7; LSK 13 > ERY 7). After gathering all the genes with a transcription start site within 50kb of these cCREs, we found a consistently higher number of genes in the vicinity of the cCREs that retained nuclease sensitivity; the same result was obtained when we included genes within a longer distance (100kb) (Supplemental Fig. S14A). Focusing on the genes within 50kb of these cCREs (13,083 for LSK 13 > ERY 13 and 7,686 for LSK 13 > ERY 7), we examined the expression levels over the differentiation series LSK > CMP > MEP > CFUE > ERY. While the levels and patterns of expression varied across these genes, as expected, the genes in the vicinity of the LSK 13 > ERY 13 cCREs, i.e. the CTCF-bound sites that retained nuclease accessibility, were consistently expressed at higher levels (Supplemental Fig. S14B and C). Thus, the loss of nuclease sensitivity at CTCF-bound sites occurs in more gene-poor regions and is associated to some extent with gene repression.

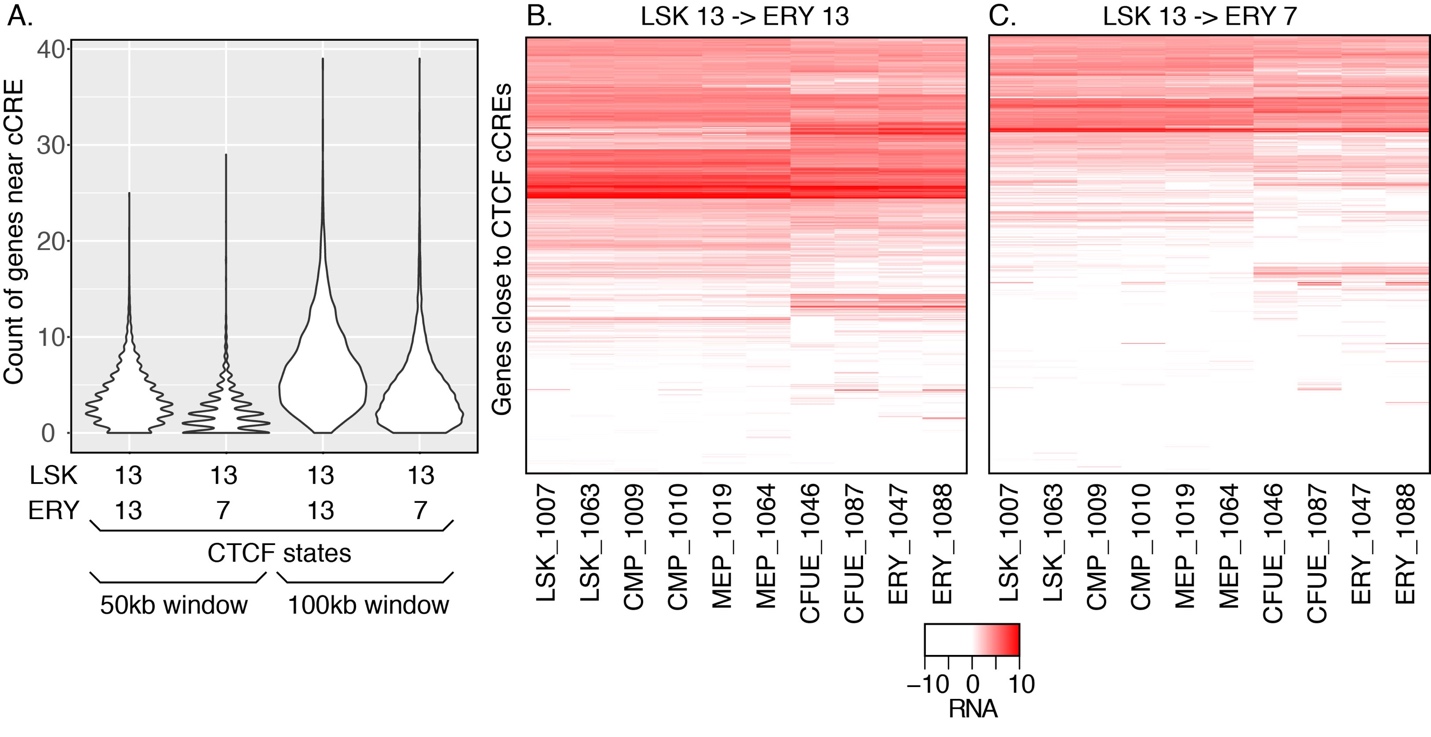

**Supplemental Figure S14**. Numbers and expression levels for genes in the vicinity of CTCF-bound sites differing in the retention of nuclease accessibility during erythroid differentiation. **A**. Numbers of genes within 50kb or 100kb on either side of each cCRE that was in state 13 (CTCF and nuclease accessible) in LSK cells, partitioned into those that retain (state 13) or lose (state 7) accessibility in ERY cells. The distribution of numbers of genes is shown as a violin plot, with the width of the violin image proportional to the number of times that each count was observed. **B. and C.** Expression levels of genes in the vicinity of CTCF-bound cCREs that retain nuclease sensitivity (**B**) or lose nuclease sensitivity (**C**) during differentiation from LSK to ERY. The expression levels (in FPKMs) of each gene (rows) are shown as a heat map across the indicated series of cell populations (with replicates), after hierarchical clustering by rows.

**15. Enrichment of CTCF-bound sites that retain or lose nuclease accessibility at TAD boundaries**

Hi-C data are available for HPC7 cells (Wilson et al. 2016), which are a cell line model for a pluripotent myeloid cell, and for G1E-ER4 cells (Hsu et al. 2017), which are a model for GATA1-dependent erythroid maturation. Thus, we could examine TAD boundaries in models for progenitors and mature erythroid cells to ascertain whether CTCF-bound sites that differed in their retention of nuclease accessibility over differentiation showed distinctive patterns of enrichment at TAD boundaries. The boundaries were called using the Optimal Nested TAD caller (An et al. 2019) at a resolution of 10kb. We then calculated the enrichment for the different categories of CTCF bound sites at TAD boundaries, with enrichment calculated by the observed number of CTCF-cCREs in a class (13_13 or 13_7) in a 10kb interval, divided by the genome-wide average for the number of CTCF-cCREs in a class in all intervals. Considering the TAD boundaries that were common to both cell lines, we found that both the CTCF-bound sites that retain nuclease accessibility (the ones that stay in state 13) and those that lose accessibility (the ones that make a transition from state 13 to state 7) were enriched at TAD boundaries. However, the ones that retain nuclease sensitivity were significantly more enriched at the TAD boundaries (Supplemental Fig. S15A). At TAD boundaries that were observed only in HPC7 cells, again both categories of CTCF-bound sites were enriched but at notably lower levels than were seen at the boundaries common to both cell types. No difference was observed in enrichment at HPC7-specific TAD boundaries between the CTCF-bound sites that retain or lose nuclease accessibility (Supplemental Fig. S15B). These results suggest that retention of nuclease accessibility at CTCF-bound sites is associated to some extent with TAD boundaries that persist through differentiation.

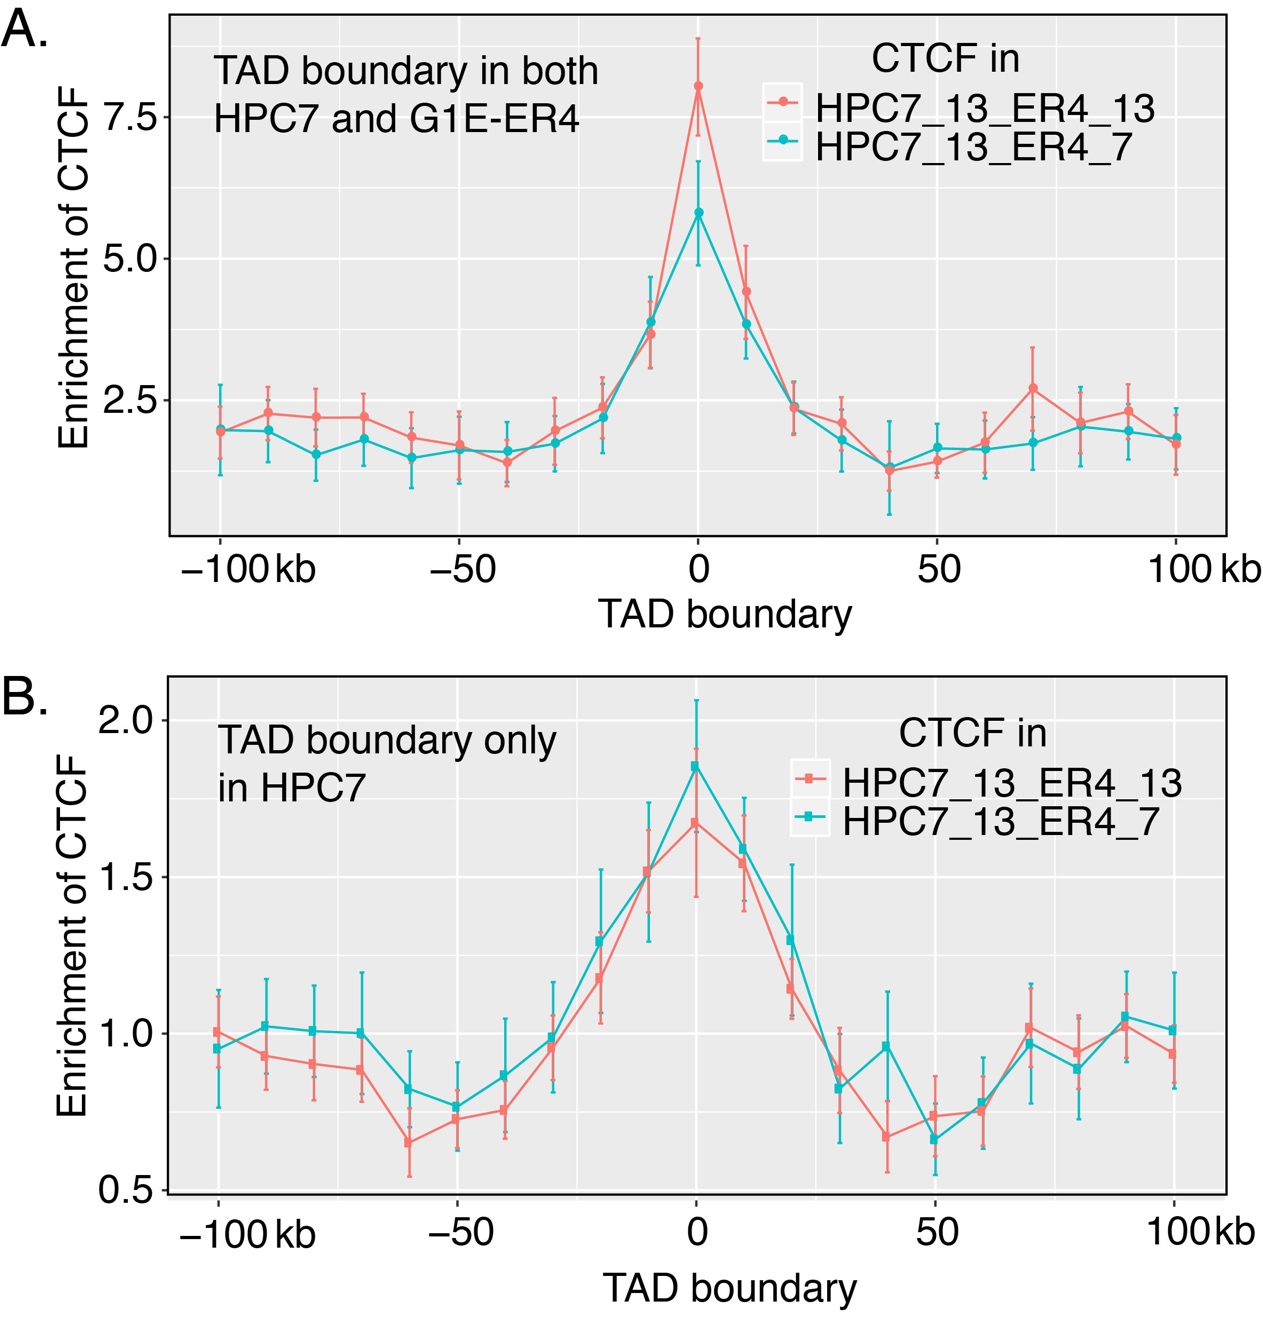

**Supplemental Figure S15**. Enrichment of two classes of CTCF-bound sites at TAD boundaries that are (**A**) preserved between HPC7 and G1E-ER4 cells, or (**B**) present only in HPC7 cells. The level of enrichment of CTCF-bound sites that were nuclease accessible in HPC7 cells and retained accessibility in G1E-ER4 cells (HPC7_13_ER4_13, red) as well as CTCF-bound sites that were nuclease accessible in HPC7 cells but lost accessibility in G1E-ER4 cells (HPC7_13_ER4_7, green) was calculated in 10kb intervals, centered on the TAD boundary and extending for 100kb on either side (x-axis). Each point is the mean enrichment at TADs across all chromosomes, and the error bar shows the 95% confidence interval.

**16. Method for calculating epigenetic Regulatory Potential (eRP) scores**

This section presents Supplemental Fig. S16, which has more detailed information on the results of the multivariate regression modeling to estimate the impact of epigenetic states and individual cCREs on expression of potential target genes. A summary of the method is given in the Results, and a detailed description is in the Methods subsection at the end of this section.

We start with our catalog of cCREs, including their epigenetic states across cell types, and expression levels of genes in 12 cell types, specifically the ones in which RNA-seq was done using the same protocol in the same laboratories (Supplemental Fig. S16A). We then use a multivariate regression approach to relate RNA-seq levels with epigenetic states of cCREs around each gene. State proportions surrounding the TSS coupled with pooled cCRE state proportions were used as predictor variables for each gene. We hypothesized that the contributions of cCREs on different types of genes are different. We thus trained the multivariate regression models using all genes or genes in four expression categories based on their average expression levels and the variance of expression level across different cell types, specifically those with (1) consistently low, (2) differentially low, (3) differentially high, and (4) consistently high expression across cell types. Within the 2Mb window considered for potential cCRE-gene pairs, there can be a large number of cCREs. However, it is unlikely that all of them contribute to the regulation of a specific gene. Thus, a sub-selection iterative routine was used to remove cCREs that contribute little to explaining expression (Supplemental Fig. S16B). The prediction accuracy in testing data after the sub-selection increased in all of the models (Supplemental Fig. S16C), which indicates that the sub-selection step effectively reduced the overfitting issue in the models. Each regression coefficient, β, from this method estimates the contribution of a specific state to gene expression (Supplemental Fig. S16D). The coefficients were computed using all genes or genes in four expression categories. The contribution of individual cCREs to expression was estimated as a weighted sum of the regression coefficients for the component states, termed an epigenetic Regulatory Potential (eRP) score for each cCRE (Supplemental Fig. S16E). Each cCRE has a specific eRP score for all potential target genes in the same category in a given cell type, but the eRP score of a cCRE differs for target genes in other categories and in other cell types.

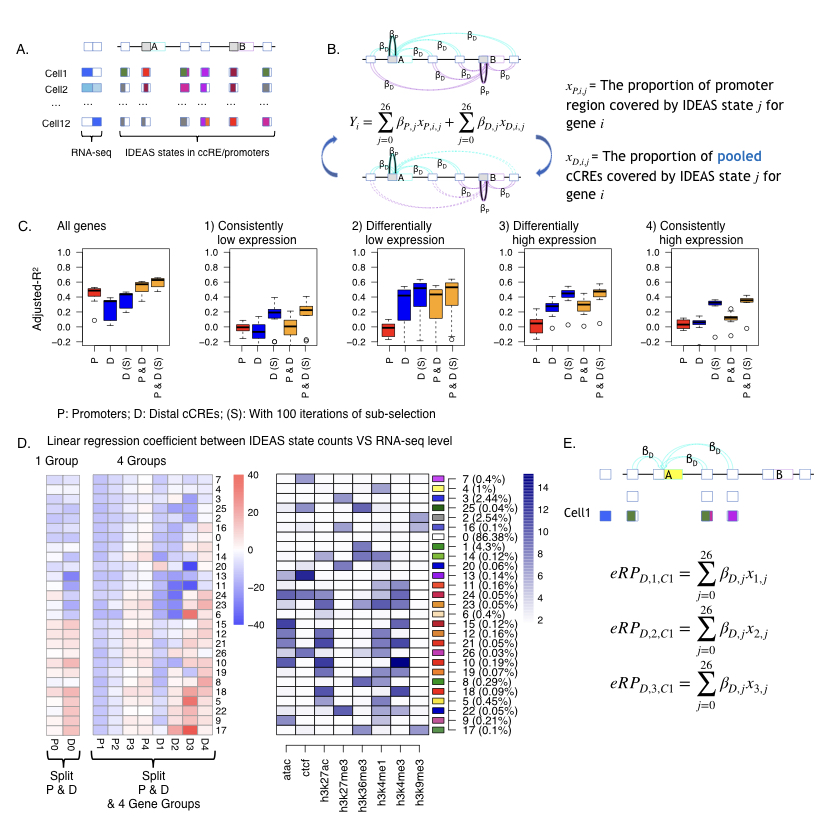

**Supplemental Figure S16.** Initial estimates of regulatory output and target gene prediction using regression models of IDEASs states in promoters and cCREs versus gene expression. **A.** Illustration of promoters and cCREs around two potential target genes, showing expression profiles of the genes across cell types (shades of blue, *left*) along with promoters and cCREs with one or more epigenetic states assigned in each cell type. **B.** Diagram illustrating the linear regression of proportion of promoters and proportion of pooled cCREs in each state against expression levels of potential target genes, learning the regression coefficients iteratively in a sub-selection strategy (indicated by dotted lines for omitted and solid lines for included cCREs in the lower diagram). **C.** Ability of eRP scores of cCREs to explain levels of expression on Chr1-Chr19 and ChrX in the twelve cell types with and without (S) sub-selection for all genes and in the four categories of genes (1-4). A leave-one-out strategy was employed to calculate the accuracy predicting expression. The distribution of adjusted *r*^2^ values are shown as box-plots for proximal, distal, and combined cCREs. **D.** Values of the regression coefficients β for each epigenetic state for promoters and cCREs. The values of the regression coefficients for each epigenetic state are presented as a blue to red heatmap. These are aligned with a heatmap for the composition of each state, shown as shades of blue. The regressions were conducted for all genes (left two columns) or with genes in four distinct expression groups. **E.** Diagram illustrating the calculation of epigenetic Regulatory Potential (eRP) scores for cCREs as weighted sums of regression coefficients for the states covering each cCRE in each cell type.

*Methods for Mapping cCREs to Genes*

We developed a novel method to use gene expression in 12 cell types to score the cCREs for their regulatory potentials based on epigenetic states, map the cCREs to candidate genes, and further select the most likely subset of cCREs for predicting gene expression. All genes, both expressed and silent, were included so that all of the 27 IDEAS states were covered. Expecting that differences in epigenetic signals for expressed vs silent genes could affect prediction accuracy, we classified the genes into four categories: 1) consistently lowly expressed genes (mean <= -4, standard deviation or sd <= 2); 2) differentially lowly expressed (mean <= -4, sd > 2); 3) differentially highly expressed (mean > -4, sd > 2); and 4) consistently highly expressed (mean > -4, sd <= 2). For each chromosome, we used in-sample log(y+0.001) transformed tag-per-million (TPM) expression data (from all 12 cell types) to classify the genes into these four groups first, and then ran our method within each gene group and for each chromosome separately.

*1. Pre-selection of cCRE-gene pairs*

Let ***X***=(***x_0_***,...,***x***_26_) denote the proportions (between [0,1]) of each IDEAS state across eleven 200bp genomic bins, five upstream and downstream and the bin that covers the TSS of each gene. Each ***x***_i_ corresponds to the *i*th IDEAS state. Let ***Y*** denote the log(y+0.001) transformed tag-per-million (TPM) value of RNA-seq data. Note, if a gene had more than one isoform, the TSS of the largest isoform was used.

How the deposited data were processed for this re-analysis (not part of the article)

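CTCF ChIP-seq was analyzed from 1 library of LSK cells, sorted from the bone marrow of male C57BL6 mice. The authors mapped the reads to mm10, and the peak list belongs to this library and was not pooled with another ChIP library. The paper's methods name Bowtie 0.12.8, Samtools 0.1.8 and MACS 1.3.7.1, state that multiply mapping reads were allowed, and state that reads on ChrM and unplaced chromosomes were removed. The submitters' processing notes name Bowtie 1.0.0 and bcl2fastq instead, and the versions were not reconciled. The settings of MACS are not given in the sources used here. Supplemental Table S4 lists 82541801 reads and 79058840 mapped reads for the library, and names the LSK input beside it. Whether the peaks were called against that input is not given in the sources used here. The LSK input and the MEP input were not analyzed here.

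The deposited list has no header, and its units were read from the peak list layout and the values. The authors' fold enrichment is a ratio on a linear scale. The authors' −log10 p-value starts at 5.001. The authors' false discovery rate (a q-value) is not on a −log10 scale, since it mostly falls as the −log10 p-value rises, and 3889 peaks are listed at 0. The fall is not strict. The peak near Lyl1 (−log10 p-value 12.805) has a lower false discovery rate than the peak near Procr (18.568). Whether it is a fraction or a percent is not stated, so its values are not printed. The alternative of a stricter threshold had been planned on the −log10 scale of a q-value. It was run on the 9472 peaks with the lowest false discovery rate, with ties ordered by −log10 p-value. This set is not a cut on the −log10 p-value. It holds the peak near Bcl11b at 11.519, below the median of 12.617 over all peaks. After the data were seen, 94.3% of the fold enrichments were found within 0.006 of whole multiples of 0.326, where chance gives 3.68%. Such multiples were read as counts of reads over a common background for 1 test on Chromosome X. This reading is not stated by the authors and did not hold for all peaks: 3.36% of them, and 19.7% of the widest 10% of peaks, would need a background below the common one.

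Everything else was computed here in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The motif CCNSYAGRKGGC, the gene lists and the loci were fixed before the data were examined, the motif and lists from general knowledge. The motif was searched on both strands with no mismatch. A peak was at a TSS when it overlapped a window of 1 kb to either side of the 5′ end of a gene record of GENCODE M21. Random placements numbered 100 with seed 1. Gene lists were compared with 10000 random lists of protein-coding genes, matched in 5 groups on the number of protein-coding genes within 50 kb. Repeats were the soft-masked bases of GRCm38.p6. The interval of the Alas2 locus was read by eye from the axis of Fig. 6D.

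Genes named in the text were every gene the paper names at a locus view, the nearest gene of the 10 peaks with the highest fold enrichment, and in each list up to 4 members whose peak within 10 kb has the highest fold enrichment, with up to 2 members without a peak within 50 kb. Only some of these are printed.

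The steps were tested on simulated data. All of the 982 planted motifs were found, and 0.688% of the sequences without a planted motif held one. With peaks moved onto TSSs, the share found was 24.5%, where 24.6% was planted or came from placement. Of 2000 random lists, 5.35% fell outside the central 95% of their matched lists. As these lists were themselves drawn at random, this checks only how the percentile is calculated. It tests neither the matching on gene density nor lists of clustered genes. A step of 0.3 planted in fold values was found as 0.30.

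Alternatives were a stricter threshold, merged peaks, other motif and TSS settings, other distances and protein-coding genes alone. Counting every transcript start as a TSS was added after the data were seen.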

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

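The gene lists below hold genes that the paper does not discuss in its work on CTCF. The result on Chromosome X rests on no list and has no percentile. Each list below has a percentile outside the central 95% of random lists of the same size and gene density, with ties counted at their middle. Of the 11 lists examined, 5 lay there, the fifth being the progenitor list at the 97.8th percentile. The progenitor count of 9 genes is on the limit of the central range of 1 to 9 in its random lists. The random lists treat genes as independent, which clustered genes are not, since neighbours share peaks. They were also not matched on expression, and their pool includes the olfactory receptor genes.

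Of 40 ribosomal protein genes, which are spread over 18 chromosomes, 28 had a peak within 10 kb of the TSS, each gene with a peak of its own (28 distinct peaks). Random lists gave a median of 14. Of 39 Hox genes, 27 had a peak, but these were 16 distinct peaks, with a median of 15 genes in the random lists. The strongest lay over the Hoxa7 TSS with a fold enrichment of 17.29. Among the 9472 peaks with the lowest false discovery rate, 13 Hox genes had a peak, at the 91.4th percentile and so inside the central 95%, and 14 ribosomal protein genes, at the 98.4th. Within 1 kb of the TSS, the Hox genes were at the 72.9th percentile and the ribosomal protein genes, of which 12 had a peak, at the 99.985th. Within 50 kb, 37 Hox genes had a peak against a median of 31 (99.695th percentile), and 39 ribosomal protein genes against a median of 30.

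Of 57 clustered protocadherin genes, 15 had a peak, from 7 distinct peaks, against a median of 22 and a central range of 15 to 29 in the random lists. The count is on the limit of that range, at the 2.455th percentile. Within 1 kb the list was at the 58.0th percentile, and within 50 kb 36 genes had a peak against a median of 45 (0.33th percentile). Among the peaks with the lowest false discovery rate, 0 of the 57 genes had one, against a median of 13 (8 to 20). Of 1106 olfactory receptor genes, 48 had a peak, from 40 distinct peaks, against a median of 392. No explanation was tested for any of these lists.

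Chromosome X held 1.45 peaks per Mb, or 19.1% of the autosomal density (95% interval 16.8% to 21.6%). A lower density of motif sites could not be the whole reason, as Chromosome X held 56.6% of the autosomal motif sites per Mb (52.8% to 60.6%). Per motif site, Chromosome X held 33.7% of the autosomal peaks (29.6% to 38.2%). The paper states that the mice were male, and a single copy of the chromosome may lower the signal, but the test of this decided nothing. It read the steps in the fold values, found after the data were seen, as the counts of reads behind the −log10 p-values. In 637 peaks (3.36%, and 10.1% on Chromosome X) that reading gave a background below the common one, which it does not allow. This check, with its limit of 1%, was made after the first outcome, in which 33.7% had lain in the range set for a single copy. With halved reads rounded down, that range ran from 29.0% to 65.7%. These were the shares of autosomal peaks that would pass at the same and at a halved background. Reads were halved in 5 ways, all but 1 of them run after the first result. The value of 33.7% lay in the range in all 5, but its whole 95% interval in only 1. A single copy and differences in mappability, which were not tested, remain open.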

How the results depend on the processing

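The number of peaks is set by the authors' threshold. With the 9472 peaks of lowest false discovery rate, the covered length was 7263169 bp, the share with the core motif 41.1%, the share at a TSS 14.7%, the lineage genes with a peak within 10 kb 18 in place of 33, and the Alas2 locus held 0 peaks in place of 1. The share with the core motif was 83.6% with 1 mismatch, 32.6% in the central 200 bp and 36.9% without peaks in repeats. The share at a TSS was 11.9% when 50% of the peak had to lie in the window, 33.7% within 5 kb, 9.33% for protein-coding genes and 20.1% for every transcript start, which was added after the data were seen. The mean number of genes per peak was 6.94 within 100 kb and 1.90 for protein-coding genes within 50 kb. The lineage genes with a peak numbered 6 within 1 kb and 79 within 50 kb. The gain in motif share from the lowest to the highest group was 20.4 percentage points by −log10 p-value. Peaks in repeats were 0.676% at a limit of 80%. Shifts with a wider or narrower window, a mismatch, fewer peaks or fewer genes follow from how those settings are built. For the shares among the peaks of lowest false discovery rate, the share without repeats and the ranking by −log10 p-value, the cause was not tested. Counts and means were taken as unchanged within 1.5 times the main value, and shares and the gain in motif share within their 95% interval, so that a small shift of a precise share counts as a change. By these limits 7 alternatives left the main results unchanged and 19 did not. For single lists the numbers were 7 and 26. No paired analysis was possible because there is 1 library with a file and no test between groups. Leaving out a replicate does not apply.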

Other observations

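The tests of motif orientation and of peaks at a TSS were set before their results were seen. The division by distance between peaks was added in the same step as the orientation test and had not been set beforehand.

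Peaks lay in gene-rich sequence. The median number of genes with a TSS within 50 kb of a peak was 3 and the mean 3.61, against means of 2.14 to 2.24 over random placements, and 10.0% of the peaks had no gene in that distance, against a median of 26.4%. Within 100 kb the mean was 6.94, against 4.26 to 4.44. The paper's comparison of CTCF-bound cCREs that retain or lose accessibility (Supplemental Fig. S14A) was not analyzed here.

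Of 26 imprinted genes, 6 had a peak within 10 kb of the TSS (45.2th percentile, although 76.9% of the list and all genes of the random lists are protein-coding, and such genes have a peak more often than others), among them Igf2 with a peak 5133 bp away and a fold enrichment of 11.75. Of 11 genes of CTCF and cohesin, 4 had a peak (78.9th percentile), among them Smc3, a cohesin subunit, with a peak 225 bp away (11.75), and Pds5b, a cohesin regulator, with a peak over its TSS (9.14). The interval around Alas2, the erythroid enzyme of heme synthesis, held 1 LSK peak, on Chromosome X from 150477674 to 150478279. It lay 69096 bp from the Alas2 TSS, with a fold enrichment of 9.46. The density over the genome would give 1.80 peaks in this interval of 250 kb. Chromosome X itself held only 1.45 peaks per Mb, so 1 peak is no shortfall against its own chromosome.

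Peaks at a TSS carried the core motif in 33.1% of cases (95% interval 31.4% to 34.9%) and other peaks in 36.0% (35.3% to 36.8%). It was asked whether peaks at a TSS were weaker. Within 10 groups by −log10 p-value the difference was -3.49 percentage points, close to that over all peaks (-2.93), and the median −log10 p-value was 13.284 at a TSS and 12.5245 elsewhere, so weaker peaks do not account for it.

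Among 2372 pairs of neighbouring peaks with exactly 1 core motif each, 25.8% had motifs that pointed towards each other (95% interval 24.0% to 27.6%), an interval that includes the 25% that chance gives. This share combines pairs below and above 25%, as it varied with the distance between the peaks. It was 15.1% (12.2% to 18.5%) in 504 pairs under 10 kb apart, 24.98% (22.6% to 27.5%) in 1229 pairs from 10 kb to 100 kb, and 35.7% (32.1% to 39.5%) in 639 pairs at 100 kb or more. Motifs pointing away from each other made up 31.5%, 27.3% and 19.2% of the same pairs. No explanation was tested for this trend.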
